# A combinatorial code of transcription factors specifies subtypes of visual motion-sensing neurons in *Drosophila*

**DOI:** 10.1242/dev.186296

**Published:** 2020-05-13

**Authors:** Nikolai Hörmann, Tabea Schilling, Aicha Haji Ali, Etienne Serbe, Christian Mayer, Alexander Borst, Jesús Pujol-Martí

**Keywords:** *Drosophila*, Dendrite development, Motion vision, Neuronal subtypes, Combinatorial code, Grain

## Abstract

Direction-selective T4/T5 neurons exist in four subtypes, each tuned to visual motion along one of the four cardinal directions. Along with their directional tuning, neurons of each T4/T5 subtype orient their dendrites and project their axons in a subtype-specific manner. Directional tuning, thus, appears strictly linked to morphology in T4/T5 neurons. How the four T4/T5 subtypes acquire their distinct morphologies during development remains largely unknown. Here, we investigated when and how the dendrites of the four T4/T5 subtypes acquire their specific orientations, and profiled the transcriptomes of all T4/T5 neurons during this process. This revealed a simple and stable combinatorial code of transcription factors defining the four T4/T5 subtypes during their development. Changing the combination of transcription factors of specific T4/T5 subtypes resulted in predictable and complete conversions of subtype-specific properties, i.e. dendrite orientation and matching axon projection pattern. Therefore, a combinatorial code of transcription factors coordinates the development of dendrite and axon morphologies to generate anatomical specializations that differentiate subtypes of T4/T5 motion-sensing neurons.

## Abstract (precis)

**Summary:** Morphological and transcriptomic analyses allowed the identification of a combinatorial code of transcription factors that controls the development of subtype-specific morphologies in motion-detecting neurons of the *Drosophila* visual system.

## INTRODUCTION

A central question in developmental neuroscience is how different neuronal cell types acquire the diverse morphologies and connectivities that support their distinct functions within complex neural circuits. The T4/T5 neuronal population of the *Drosophila* visual system provides a unique model for the study of this process. All T4/T5 neurons must acquire common morphological properties that set them apart from other visual interneurons and are important for their function as local motion sensors (Maisak et al., 2013; Shinomiya et al., 2015; Schilling et al., 2019). However, among the T4/T5 neurons, distinct subtypes with anatomical specializations relevant for the detection of motion along different directions must be specified (Fischbach and Dittrich, 1989; Maisak et al., 2013). Here, we examine the genetic programmes that control the development of subtype-specific morphologies in postmitotic T4/T5 neurons.

In *Drosophila*, visual information from ∼800 retinal ommatidia is processed in distinct neuropils (lamina, medulla, lobula and lobula plate), each consisting of retinotopically arranged columns. All neuropils except the lamina are further divided into synaptic layers (Fischbach and Dittrich, 1989; Bausenwein et al., 1992). The dendrites of T4 and T5 neurons are the first stage within the visual processing pathway in which directional motion information is extracted (Maisak et al., 2013; Behnia et al., 2014; Fisher et al., 2015; Serbe et al., 2016; Arenz et al., 2017). T4 dendrites arborise in layer 10 of the medulla and selectively respond to ON (bright edge) motion, whereas T5 dendrites arborise in layer 1 of the lobula and only respond to OFF (dark edge) motion (Maisak et al., 2013).

Each T4 and T5 dendrite extends across approximately eight neuropil columns to receive signals from various presynaptic partners that relay information from neighbouring points in the visual space (Haag et al., 2016; Shinomiya et al., 2019). Both T4 and T5 neurons exist in four subtypes of equal numbers (a, b, c and d) (Pinto-Teixeira et al., 2018), each with the dendrite oriented preferentially along one of four directions within the respective neuropil (Takemura et al., 2013). In accordance with their distinct dendrite morphologies, the four T4/T5 subtypes respond to either front-to-back, back-to-front, upward or downward motion (Maisak et al., 2013). Therefore, the directional tunings of the four T4/T5 subtypes appear to be strictly linked to their dendrite orientations (Fig. 1A). In addition, the four T4/T5 subtypes exhibit distinct axon projection patterns. Axons from T4/T5 neurons of the same subtype exclusively innervate one of the four lobula plate layers (Fig. 1A) (Fischbach and Dittrich, 1989; Shinomiya et al., 2019). The segregation of T4/T5 axons into four layers, each encoding motion in a different cardinal direction, provides the anatomical basis for subsequent processing steps performed by downstream neurons that are relevant for motion-driven behaviours, e.g. the integration of opposing motions in the visual field (Mauss et al., 2015; Klapoetke et al., 2017).

Recent studies have uncovered the developmental genetic programmes that take place in T4/T5 neuron progenitors to specify T4/T5 neurons into the four subtypes (Apitz and Salecker, 2018; Pinto-Teixeira et al., 2018). During the differentiation of postmitotic T4/T5 neurons, these programmes must be translated into the expression of effector genes ensuring that four subgroups of T4/T5 neurons develop dendrites oriented along four different directions in common extracellular environments. In addition, the development of a specific dendrite orientation must be strictly coupled to the placement of the axon terminal in a specific lobula plate layer in order to relay specific qualities of directional motion to correct downstream neurons (Fig. 1A). Until now, only one gene [*optomotor-blind* (*omb*); also known as *bifid*] has been proposed to act in differentiating T4/T5c and T4/T5d to distinguish their axons from those of T4/T5a and T4/T5b neurons (Apitz and Salecker, 2018). Therefore, the following questions have remained elusive so far: (1) how do axons of T4/T5a and T4/T5b or axons of T4/T5c and T4/T5d become distinct from each other?; (2) how do the four T4/T5 subtypes acquire their four different dendrite orientations?; and (3) how is dendrite orientation matched to axon projection layer within each subtype?

Here, we first analysed the dendrite growth patterns of the four T4/T5 subtypes. The dendrites of all T4/T5 subtypes grow simultaneously during a ∼36 h-window of pupal development to acquire the oriented arbours that define their adult morphology. To investigate the underlying molecular mechanisms, we used single cell RNA sequencing (scRNA-seq) to profile the transcriptomes of T4/T5 subtypes at five stages that cover the period of dendrite growth. Our analysis revealed that each T4/T5 subtype is defined by a unique combination of cell-membrane proteins, as well as by a unique combination of two to three transcription factors that is stable for most of the dendrite growth period. To test whether such transcription factor combinations control the development of subtype-specific dendrite orientations, we manipulated them in specific T4/T5 subtypes. Overexpressing the transcription factor Grain (normally expressed only in T4/T5b and T4/T5c neurons) in all developing T4/T5 subtypes resulted in neurons with dendrite orientations specific to either T4/T5b or T4/T5c subtypes. Therefore, Grain is sufficient to invert the orientation of developing dendrites in T4/T5a and T4/T5d subtypes to generate dendrites typical of T4/T5b and T4/T5c subtypes, respectively. In addition, *grain*-overexpressing neurons with T4/T5b and T4/T5c dendrite orientations also project their axons to layers of the lobula plate normally innervated by T4/T5b and T4/T5c subtypes, respectively. Conversely, *grain* loss of function in all developing T4/T5 neurons resulted in neurons with morphologies characteristic of either T4/T5a or T4/T5d subtypes. We conclude that Grain, in combination with subtype-specific sets of transcription factors, coordinates dendrite and axon development in T4/T5b and T4/T5c to differentiate their morphologies from those of T4/T5a and T4/T5d.

## RESULTS

### Directed dendrite growth of the four T4 and T5 neuron subtypes occurs simultaneously

We first sought to investigate when and how each T4/T5 subtype acquires its defining dendrite orientation. We stochastically labelled individual T4 and T5 neurons with different combinations of fluorescent proteins using the MultiColor FlpOut (MCFO) approach (Nern et al., 2015) together with the *SS00324-splitGal4* line that drives expression specifically in all T4/T5 neurons (Schilling and Borst, 2015). This allowed us to digitally reconstruct a total of 226 T4 and T5 neurons at four stages of pupal development [36, 48, 60 and 72 h after puparium formation (APF)] and in adult flies (Fig. 1B,C). After measuring the positions within the lobula plate in which the axon terminals of adult T4 and T5 neurons enter, we found four clusters of T4 and four clusters of T5 neurons (Fig. 1D,E). These clusters represent the four T4 and T5 subtypes (a, b, c and d), with axons innervating the four lobula plate layers and with four distinct dendrite orientations (Fig. 1A) (Fischbach and Dittrich, 1989; Takemura et al., 2013). Similarly, four axon-position-based clusters of T4 and T5 neurons were found in every examined developmental stage (Fig. 1D,E). Once established, the positions occupied by T4 and T5 axon terminals in the lobula plate did not appear to change, as a driver line labelling T4/T5 neurons with axons in layers 1 and 4 of the lobula plate at the adult stage also labelled T4/T5 neurons innervating the corresponding regions of the lobula plate at earlier stages of development (Fig. 1F-I). Therefore, the T4 and the T5 subtypes can be reliably identified from 36 h APF onwards by the position of their axons in the lobula plate.

**Fig. 1.**
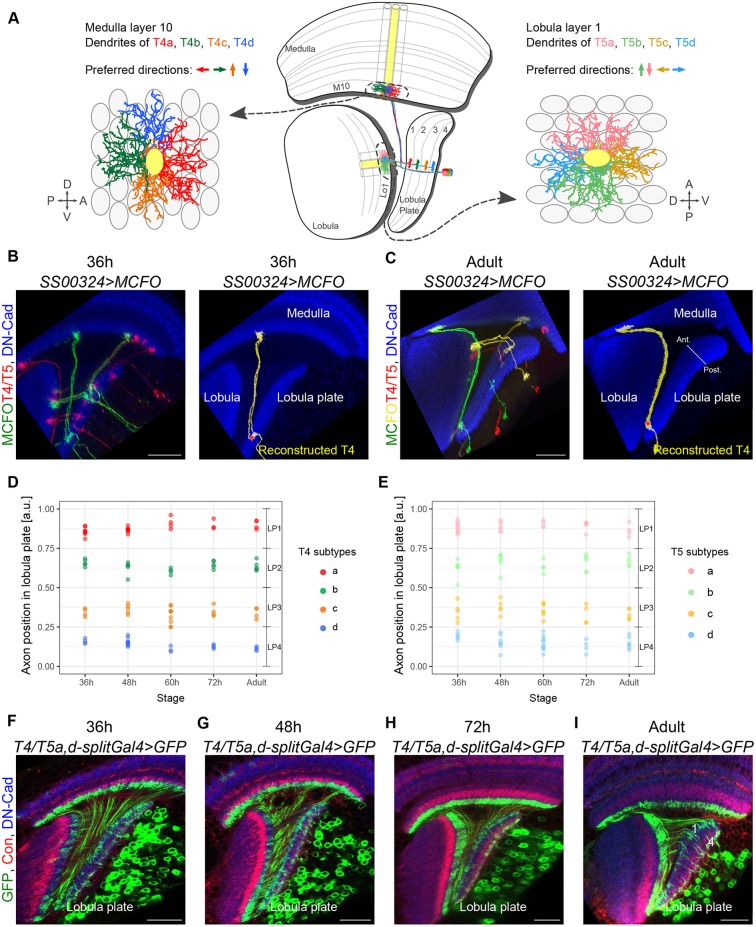
**Developing T4 and T5 subtypes can be identified by the positions of their axons in the lobula plate.** (A) Schematic of adult optic lobe (horizontal view, central panel) highlighting the morphologies of the four T4/T5 subtypes (a, b, c and d). Each of the four lobula plate layers (1-4) receives axons from only one T4/T5 subtype. Left and right panels show frontal views of medulla layer 10 and lobula layer 1. Four T4 and T5 dendrites (each of one subtype) enter a single medulla and lobula column (in yellow) to extend along four distinct directions. Arrows indicate the dendrites' preferred directions of motion. A, P, D and V: anterior, posterior, dorsal and ventral (visual field coordinates). (B,C) Optic lobes at 36 h APF and at the adult stage showing individual T4 and T5 neurons labelled with different fluorescent proteins using the MCFO approach. A digitally reconstructed T4 neuron is shown for each of the stages. The red dot marks the axon's first branching point, which was used to calculate the relative position in the lobula plate occupied by the axon. Anti-DN-Cadherin (DN-Cad) labels the neuropils. (D,E) Relative positions in the lobula plate occupied by axons of single T4 (*n*=104) and T5 (*n*=122) neurons at different developmental stages (36-72 h APF), and at the adult stage. LP1-4 refers to the regions that correspond to the lobula plate layers 1-4 at the adult stage. Each T4 and T5 neuron was classified into one of the four subtypes based on the position of the lobula plate occupied by its axon. a.u., arbitrary units. (F-I) At the adult stage, the *T4/T5a*,*d-splitGal4* driver line labels T4/T5a,d neurons with axons innervating lobula plate layers 1 and 4 (I). From 36 to 72 h APF (F-H), this line labels T4/T5 neurons with axons in lobula plate regions that correspond to the lobula plate layers 1 and 4 at the adult stage. Anti-Connectin (Con) labels layers 3 and 4 of the lobula plate. Scale bars: 20 µm.

Next, we measured the dendrite volume of every reconstructed T4/T5 neuron and examined changes during development in the different T4/T5 subtypes. The four T4/T5 subtypes grew their dendrites at similar rates between 36 and 72 h APF. Afterwards, between 72 h APF and the adult stage, all T4/T5 dendrites underwent a reduction in volume (Fig. 2A,B). Two different mechanisms to develop oriented dendrites are compatible with these observations: (1) T4/T5 dendrites might undergo a symmetrical overgrowth of branches towards all directions (36-72 h APF) followed by a period in which branches with wrong orientations are eliminated (72 h APF-adult stage); or, alternatively, (2) the dendritic branches of each T4/T5 neuron might grow in specific directions during the period of dendrite growth (36-72 h APF). To distinguish between these possibilities, we examined the dendrite orientation of developing T4 neurons by quantifying the 2D distribution of branches around the dendrite's first branching point. Adult T4 dendrites, either imaged by confocal microscopy or reconstructed from electron microscopy data (Takemura et al., 2017), showed subtype-specific dendrite orientations that fitted with those originally reported (Takemura et al., 2013) (Fig. S1). The quantification of T4 dendrite orientations at 36 and 72 h APF revealed that subtype-specific orientations arose between those two developmental stages (Fig. 2C-J). Collectively, these results indicate that the four T4/T5 subtypes acquire their characteristic dendrite orientations through simultaneous processes of directed growth that span a ∼36 h window of development, and that subsequent dendrite pruning does not play a major role in shaping dendrite orientation.

**Fig. 2.**
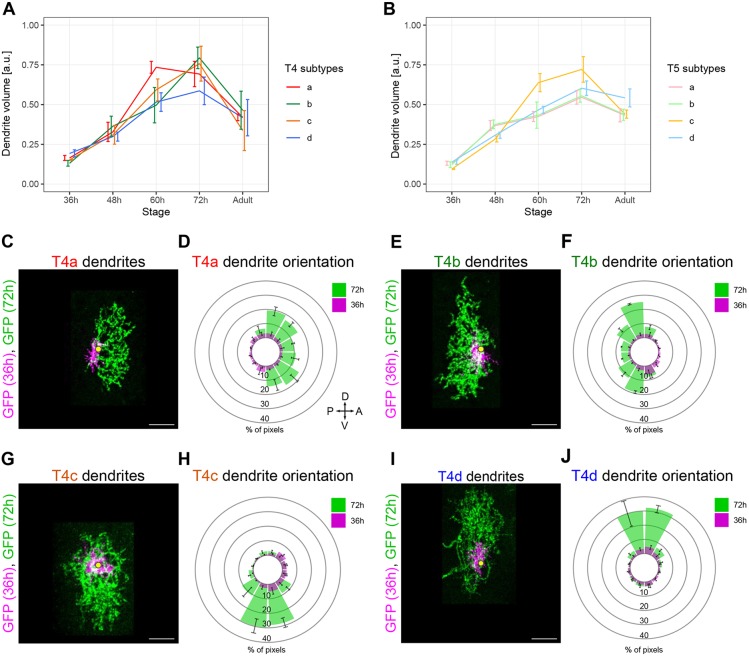
**Directed dendrite growth of the four T4 and T5 subtypes occurs simultaneously.** (A,B) Volumes from T4 (*n*=104) and T5 (*n*=122) dendrites of the four subtypes at different developmental stages, and at the adult stage. Data are mean±s.e.m. a.u., arbitrary units. (C,E,G,I) Overlay of two different T4a, T4b, T4c or T4d dendrites imaged at 36 and 72 h APF. Yellow dots mark the dendrite′s first branching point. Scale bars: 5 µm. (D,F,H,J) Average dendrite orientation of the four T4 subtypes at 36 and 72 h APF (*n*=4 per subtype and stage). Polar histograms show the 2D distribution of fluorescent pixels around the dendrite's first branching point. The number of pixels at 36 h APF was normalised to the number of pixels at 72 h APF to visualise dendrite size changes. Data are mean±s.e.m.

### Each of the four T4 and T5 subtypes has a unique transcriptional profile during dendrite growth

The dendrites of the four T4 subtypes grow simultaneously within layer 10 of the medulla, and thus they share a common extracellular environment. The same holds true for the dendrites of the four T5 subtypes in layer 1 of the lobula. We hypothesised that, in order to develop different dendrite orientations, the four T4/T5 subtypes must rely on intrinsic molecular asymmetries such that their dendrites respond differentially to extrinsic cues available to all of them. Recent studies have profiled the transcriptomes of T4/T5 neurons at the adult stage. These studies either were not suitable for the analysis of T4/T5 subtype-specific transcriptomes (Pankova and Borst, 2016; Davie et al., 2018; Konstantinides et al., 2018) or explored gene expression differences only between two subtype-pairs at the adult stage (Davis et al., 2020), likely missing genes underlying the development of the morphologies defining the four T4/T5 subtypes.

To overcome these limitations, we profiled the transcriptomes of single T4/T5 neurons collected at four equally spaced developmental stages during dendrite growth (36, 48, 60 and 72 h APF), as well as a preceding stage (24 h APF). 

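Single T4/T5 neurons of these 5 stages were profiled in 2 biological replicates each, which gave 10 libraries. The authors counted UMIs with Cell Ranger v3 against the *D. melanogaster* genome with Ensembl annotation release 97 and the transgene sequences added. The deposited values are raw counts of UMIs per gene and cell barcode, without normalisation, for the barcodes that Cell Ranger called as cells. They list 17757 genes and 72871 barcodes. Every barcode held at least 500 UMIs, so none fell below the paper's limit of 200 UMIs, whereas cells above its 10% limits for mitochondrial and heat-shock genes were still included. The count and feature limits of Table S1, the regression of cell scores and the manual removal of clusters are not part of these values and were not repeated.

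Cells with more than 10% of their UMIs on mitochondrial (mt:) genes, or more than 10% on heat-shock (Hsp) genes, were removed. The cells with the highest Scrublet scores in each library were treated as doublets, at 0.8% of the barcodes per 1000 barcodes, and left out of all sums. The replicates of a stage were integrated by canonical correlation analysis in Seurat (2000 variable genes, 15 principal components) and clustered with the Louvain algorithm at a resolution of 0.8. Cells in clusters low in *SoxN*, *Sox102F* and *Lim1* were removed, and the rest were clustered again. The transcription factors of Fig. 4, *beat-IV* and *CG34353* were kept out of the variable genes of this step, so that the clusters do not rest on them. T4-like clusters were recognised by *TfAP-2*. Subtype-like clusters were named in 2 ways, by *dac*, *omb* and *grain* or, without transcription factors, by *Dscam3*, *beat-IIIb*, *Fas2*, *Con*, *mav*, *robo3*, *CG34353*, *Tl*, *side-IV* and *side-II*. T4a to T5d stand for clusters like these subtypes in their markers, with the names given by the second way.

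The UMIs of each class in each library were summed, which gave 80 sums, and libraries rather than cells were the replicates. CPM values are counts scaled to all UMIs of a sum. Unless stated otherwise, errors are the SD of the 2 libraries of a stage (n=2). For the 28 pairs of classes at each stage, 7138 genes were compared with edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment. A gene was called in a pair if the adjusted p was under 0.05, the change was at least 2-fold and the share of cells with a UMI differed by at least 50 percentage points. A gene was called between the types if the mean of the T4 classes differed at least 2-fold from that of the T5 classes, with an adjusted p under 0.05 and the same direction in all 16 pairs of a T4 with a T5 class. Gene positions are those of the BDGP6.54 assembly with a later annotation release than the authors counted against.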

For each stage, we dissected brains containing all T4/T5 neurons labelled by membrane-targeted GFP expressed by the line *SS00324-splitGal4*. Single cell suspensions were prepared and GFP^+^ T4 and T5 cells were sorted by fluorescence-activated cell sorting (FACS). Next, we performed scRNA-seq based on droplet microfluidics (10x Chromium) (Fig. 3A). 

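The number of barcodes ranged from 2588 (36 h APF, replicate 1) to 13534 (36 h APF, replicate 2). Over all libraries, a barcode held a median of 4424 UMIs and 1535 genes. The 72 h APF replicate 1 was the shallowest library, with medians of 2981 UMIs and 1119 genes. The largest median UMI number was 6929, in 60 h APF replicate 1, and the largest median gene number was 1917, in 24 h APF replicate 1. Cells that were later assigned to a T4/T5 subtype held a median of 4747 UMIs and 1613 genes. By stage, their median was 5244 UMIs at 24 h, 3820 at 36 h, 5352 at 48 h, 6362 at 60 h and 3706 at 72 h APF. The replicates were furthest apart at 36 h APF, where subtype cells held a median of 8394 UMIs in replicate 1 and 3712 in replicate 2. These values count UMIs, whereas sequencing reads were not analysed here.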

Cells were sequenced to a mean depth of 26,153 reads per cell, and a median of 1627 genes were detected per cell. 

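Of the barcodes, 62584 passed the limits on mitochondrial and heat-shock UMIs: 14990 at 24 h, 12592 at 36 h, 13950 at 48 h, 7340 at 60 h and 13712 at 72 h APF. Clusters low in T4/T5 markers, high in stress genes, shallow or made mostly of doublets were then removed. This left 11398, 7532, 11428, 6184 and 12563 cells at the respective stages. After the second clustering, 44893 cells lay in named T4/T5 classes and were not marked as doublets: 10291 at 24 h, 6666 at 36 h, 10031 at 48 h, 5982 at 60 h and 11923 at 72 h APF. The replicates contributed unequally, from 959 cells (36 h APF, replicate 1) to 7725 cells (24 h APF, replicate 2).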

After filtering to remove low-quality cells, we obtained the transcriptomes of ∼44 K high-quality cells, with the number of cells per stage ranging between 5051 (60 h APF) and 11,716 (72 h APF). Two biological replicates were obtained for each developmental stage and batch-corrected using canonical correlation analysis in Seurat v3 (Stuart et al., 2019). Next, we implemented dimensionality reduction and unsupervised clustering methods based on principal component analysis (PCA) and the Louvain algorithm (Seurat v3). For each developmental stage, we manually assigned clusters either to T4 or T5 types based on known marker genes such as *TfAP-2* (Davis et al., 2020). We found that four clusters can be grouped reliably into each type (Fig. 3B; Fig. S2).

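The second clustering gave 68 clusters that could be named, 15 of which came from splitting a cluster that mixed classes. A further 6 clusters remained unnamed, 5 were set aside as stressed and 1 as shallow. *TfAP-2* (FBgn0261953, chromosome 3L, 21586828 to 21613349) overlaps the gene of a long non-coding RNA on the same strand, so part of its UMIs can come from that gene. T4-like cells held 2.02 ± 0.516, 2.48 ± 1.33, 2.84 ± 0.617, 2.19 ± 0.557 and 0.831 ± 0.462 *TfAP-2* UMIs per cell at 24, 36, 48, 60 and 72 h APF. T5-like cells held 0.0341 ± 0.0162, 0.0547 ± 0.0183, 0.0296 ± 0.0115, 0.0246 ± 0.00220 and 0.0147 ± 0.00150. At 24 h APF, 83.6 ± 7.39% of T4-like cells had a *TfAP-2* UMI, compared with 2.44 ± 1.24% of T5-like cells, which serve as the background. The median depth of the classes lay between 4658 and 6689 UMIs at that stage, and once every cell was thinned to 2000 UMIs the shares were 47.8% and 1.01%. *TfAP-2* was used to tell the types apart, and its difference follows in part from this choice. *dpr2* (FBgn0261871, chromosome 2L, 10917015 to 10964153, with 2 overlapping genes on the same strand) was listed as a marker of T4 but did not enter the naming. *CG34355* took no part in the naming and was chosen after its values were seen. It differed by a mean of −5.43 (log2, T4 minus T5) over the stages, with −5.05 at the stage of the smallest difference and a largest adjusted p of 4.32e-22 (edgeR's quasi-likelihood test).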

**Fig. 3.**
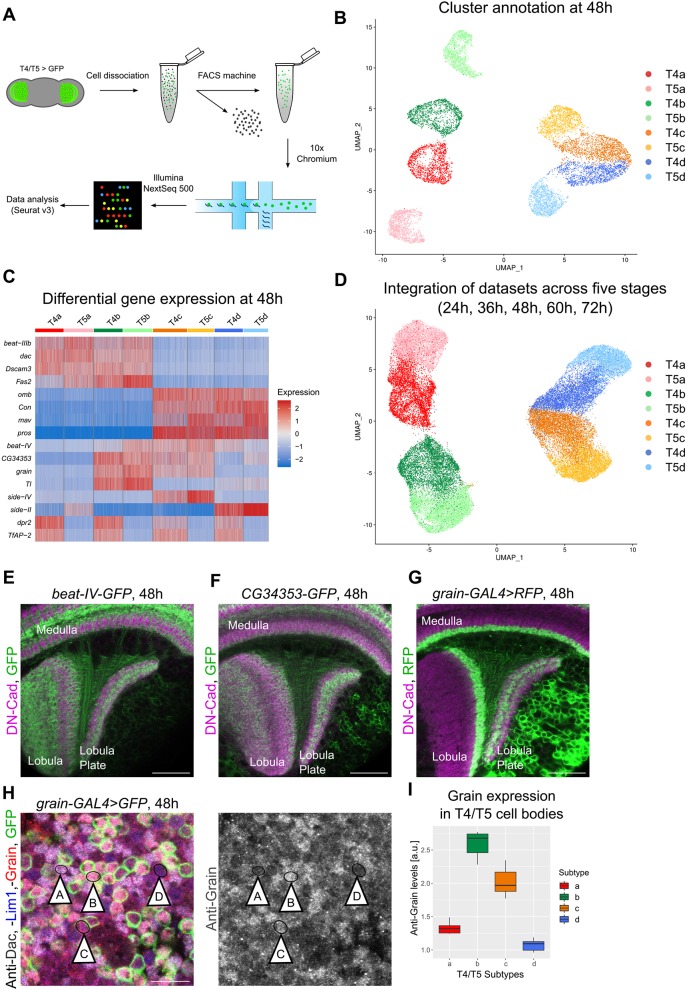
**Each T4 and T5 subtype has a unique transcriptional profile during dendrite growth.** (A) Schematic of scRNA-seq protocol. (B) Visualization of T4/T5 neurons sequenced at 48 h APF using UMAP after dimensionality reduction by PCA and unsupervised clustering based on the Louvain algorithm. Dots represent single cells and are arranged according to transcriptome similarity. We assigned clusters to either T4 or T5 based on *TfAP-2* expression, and to T4/T5a,b, T4/T5c,d or T4/T5b,c based on *dac*, *omb* or *grain* expression. (C) Heat map showing the expression levels of the 16 genes differentially expressed between the single cell clusters of T4 and T5 subtypes found in every developmental stage. Columns represent cells and were grouped based on cluster identities. Genes (rows) were manually ordered based on similarity of subtype-specific expression patterns. (D) Integration of scRNA-seq datasets across all developmental stages (24, 36, 48, 60, 72 h APF). Cells were previously assigned to four T4 and T5 subtypes at each developmental stage as described in B. (E-G) At 48 h APF, *beat-IV-GFP* and *CG34353-GFP* MiMIC lines (endogenous GFP-tagging of proteins), and the *grain-Gal4* driver line label specifically T4/T5 neurons with axons in the regions of the lobula plate corresponding to adult lobula plate layers 2 and 3 (innervated by T4/T5b,c neurons). (H) Anti-Lim1 and Anti-Dac immunostainings mark T4/T5a-d and T4/T5a,b cell bodies, respectively. *grain-Gal4* labels T4/T5b,c neurons. The combination of these markers allowed the identification of T4/T5 cell bodies of the four subtypes at 48 h APF (arrowheads, A, B, C and D). Anti-Grain immunostaining signal is enriched specifically in cell bodies of T4/T5b,c (*grain-Gal4^+^*). (I) Quantification of anti-Grain immunostaining in T4/T5 cell bodies of the four subtypes at 48 h APF supports that *grain* is specifically expressed in T4/T5b,c neurons (*n*=4 optic lobes). The end of the whiskers represent the minimum and maximum values. a.u., arbitrary units. Scale bars: 20 µm (E-G); 10 µm (H).

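The genes called in at least 1 pair of classes at every stage numbered 16: *bi* (*omb*), *side-II*, *dac*, *Fas2*, *beat-IIIb*, *Dscam3*, *side-IV*, *grn* (*grain*), *Con*, *pros*, *dpr2*, *Tl*, *CG34353*, *TfAP-2*, *beat-IV* and *mav*. They are the genes shown in Fig. 3C. All but *pros*, *beat-IV* and *dpr2* took part in naming the classes, so their calls and small p-values follow in part from the naming. Of the 140 pairs over all stages, *bi* and *pros* were each called in 80 and *beat-IV* and *mav* in 47, with the other genes between. *Con* (FBgn0005775, chromosome 3L, 4936758 to 5079033) differed at 48 h APF by a log2 of 7.97 between T5d and T5b (SE 0.60, adjusted p 1.54e-14), and 5 genes overlap it on the same strand. For *beat-IIIb* (FBgn0053179, chromosome 2L, 16973091 to 16993984; 2 overlapping genes on the same strand), T5a exceeded T4c at 72 h APF by 8.68 (SE 0.48, adjusted p 6.44e-19). *Fas2* (FBgn0000635, chromosome X, 4132887 to 4206093) was higher in T5b than in T4c at 72 h APF by 8.80 (SE 1.38, adjusted p 3.88e-06), a difference that missed the threshold when each stage was fitted alone (adjusted p 0.0843). *mav* (FBgn0039914, chromosome 4, 623219 to 626031) had the smallest of the largest differences, 4.47 between T5d and T5b at 36 h APF (SE 0.16, adjusted p 1.11e-25). The adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was lowest when shares were taken from cells thinned to 2000 UMIs, at 8 genes.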

Based on the previously reported subtype-specific marker genes *omb* and *dachshund* (*dac*) (Apitz and Salecker, 2018), we assigned clusters to one of the following subtype-pairs: T4a,b; T5a,b; T4c,d; or T5c,d (Fig. 3B; Fig. S2). 

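At 48 h APF, *dac* (FBgn0005677, chromosome 2L, 16466512 to 16485998) gave 3.90 ± 1.78 UMIs per cell in T4a, 2.52 ± 0.898 in T4b, 4.39 ± 1.76 in T5a and 2.98 ± 1.01 in T5b. In T4c, T4d, T5c and T5d it gave 0.0194 ± 0.00830, 0.0277 ± 0.0177, 0.0204 ± 0.0143 and 0.0237 ± 0.0252. *omb* (*bifid*, *bi*; FBgn0000179, chromosome X, 4412856 to 4485647) gave 5.55 ± 0.901 UMIs per cell in T4c, 5.62 ± 0.893 in T4d, 4.89 ± 1.00 in T5c and 4.42 ± 0.648 in T5d. In T4a, T4b, T5a and T5b it gave 0.0259 ± 0.0243, 0.0259 ± 0.0212, 0.0232 ± 0.0158 and 0.0225 ± 0.0136. The sums of the low classes hold few UMIs of either gene, a level that free RNA can give. All 68 clusters that the membrane genes named had the same name by *dac*, *omb* and *grain*. A further 2 clusters (242 cells) were named by *dac*, *omb* and *grain* but were mixed by the membrane genes, and stayed unnamed.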

To identify novel marker genes discriminating the clusters within each pair, we performed a differential gene-expression analysis (Fig. 3C; Fig. S2). 

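Between the a and b classes, 6, 4, 7, 7 and 9 genes were called in T4 at 24, 36, 48, 60 and 72 h APF, and 6, 6, 11, 11 and 11 in T5. Of these, 6, 4, 7, 7 and 7 were called in both types. The c and d classes differed in fewer genes: 4, 2, 2, 5 and 5 in T4 and 4, 3, 4, 9 and 7 in T5, of which 3, 2, 2, 4 and 4 were shared. Pairs that cross from a,b to c,d differed more. At 48 h APF, a and c differed in 28 genes in T4 and 37 in T5, and b and d differed in 27 and 38.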

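*beat-IV* (FBgn0039089, chromosome 3R, 23557412 to 23580077) and *CG34353* (FBgn0085382, chromosome 3R, 27767966 to 27905843; 3 overlapping genes on the same strand) were kept out of the clustering and *beat-IV* also out of the naming, whereas *CG34353* was among the membrane genes for naming. At 48 h APF, *beat-IV* reached 106 ± 11.4 CPM in T4b, 290.1 ± 1.43 in T5b, 280.3 ± 17.1 in T4c and 366 ± 17.2 in T5c. It was 5.77 ± 3.09 CPM in T4a and 6.28 ± 0.0719 in T5a, but 197 ± 15.9 in T4d and 88.3 ± 15.1 in T5d. *CG34353* reached 1018 ± 136 CPM in T4b, 777 ± 125 in T5b, 685 ± 78.3 in T4c and 656 ± 89.0 in T5c. It was 34.0 ± 32.9 CPM in T4a, 5.75 ± 0.499 in T5a, 176 ± 11.3 in T4d and 416 ± 51.8 in T5d. The largest log2 difference of *beat-IV* was 5.85 (T5c over T4a, SE 0.40, adjusted p 7.54e-16), and that of *CG34353* was 7.43 (T4b over T5a, SE 0.53, adjusted p 7.13e-15; edgeR's quasi-likelihood test for both). With all named genes kept out of the clustering, T4a minus T5c was −3.87 for *beat-IV*, the smallest difference among the alternatives. *grain* (*grn*; FBgn0001138, chromosome 3R, 8147368 to 8181444) at 48 h APF was 1097 ± 996 CPM in T4b, 1373 ± 1223 in T5b, 706 ± 616 in T4c and 759.9 ± 658 in T5c. Its level was 20.4 ± 2.37 CPM in T4a, 8.23 ± 3.64 in T5a, 65.9 ± 64.8 in T4d and 22.2 ± 12.7 in T5d. The SD between the replicates was far larger for *grain* than for *beat-IV* and *CG34353*.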

The results revealed that one cluster from each pair consistently showed differential co-expression of *beat-IV*, *CG34353* and *grain.* We examined the expression patterns of these genes *in vivo* with transgenic lines and antibody staining and found that they constituted specific markers of T4/T5b and T4/T5c neurons (Fig. 3E-I). Taken together, the use of three known and three newly characterised T4/T5 neuron subtype-specific marker genes was sufficient to assign all eight single cell clusters to four T4 and four T5 subtypes in every examined developmental stage (Fig. 3B; Fig. S2). 

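All 8 classes were present in each of the 10 libraries. The smallest held 105 cells (T5c, 36 h APF, replicate 1) and the largest 1468 (T4a, 24 h APF, replicate 2). As a mean share of the named cells of a library, the classes ranged from 7.73 ± 1.19% (T5c, 24 h APF) to 17.2 ± 2.55% (T4a, 24 h APF). Of the alternatives, the one that kept all genes named in the paper out of the clustering moved this result most. It recovered 35 of the 40 combinations of stage and class, and clustering each library on its own recovered 36.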

Consistently, the integration of scRNA-seq datasets across all developmental stages, using the integration tool from Seurat v3, grouped all cell types in agreement with our manual cluster assignment at each stage (Fig. 3D).

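Classes were also matched across stages without integration. In each library, every gene's level in a class was taken relative to the mean of the classes of that library, and each class was compared with all classes of every library of another stage by Pearson's r across 4193 genes. Genes are not independent replicates. The best match was the same class in 604 of 640 comparisons (94.4%, where chance gives 12.5%), and the same type, T4 or T5, in all 640. The median r was 0.414 with the same class and 0.319 with the best other class. Between adjacent stages, 253 of 256 comparisons (98.8%) matched. The match was least frequent for stages 3 steps apart, with 111 of 128 (86.7%), and 24 and 72 h APF, furthest apart, matched in 59 of 64. T4c matched least often (65 of 80) and T5a and T5b matched in all 80.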

### Analysis of gene expression patterns reveals combinatorial codes potentially controlling the development of the four T4/T5 dendrite orientations

Transcription factors act as intrinsic determinants of dendrite shape, in part by controlling the expression of cell-membrane proteins relevant for sensing extrinsic cues (Puram and Bonni, 2013; Dong et al., 2015; Lefebvre et al., 2015; Prigge and Kay, 2018). The discovery of transcriptionally different groups of T4/T5 neurons that match morphologically distinct T4/T5 subtypes during dendrite growth allowed us to search for candidate genes that control subtype-specific dendrite orientations. To identify differentially expressed genes, we ran differential expression tests separately for each developmental dataset. We required genes to have a twofold change to be considered differentially expressed. We found seven genes encoding for transcription factors and 62 genes encoding for cell-membrane proteins (excluding neurotransmitter/neuropeptide receptors, ion channels and transporters) that were differentially expressed between the transcriptionally distinct groups of T4/T5 neurons at any of the examined stages. 

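Of the transcription factors of Fig. 4, 6 were called in at least 1 pair of classes at some stage, with *zld* as the exception. *zld* (FBgn0259789, chromosome X, 19766465 to 19783548) had its largest share difference at 60 h APF, where 54.3 ± 8.87% of T4c cells and 4.47 ± 1.27% of T5b cells held a UMI. This difference of 49.8 percentage points missed the required 50. Median depths were 7296.5 and 5204.5 UMIs in T4c and 7720.0 and 5690.5 in T5b, and in cells thinned to 2000 UMIs the shares were 29.2% and 1.56%. The log2 difference of 4.19 (SE 0.42) had an adjusted p of 1.29e-10 in edgeR's quasi-likelihood test. Without 60 h APF replicate 2, *zld* was called as well, with a UMI in 60.5% of T4c and 5.37% of T5b cells of replicate 1. *ab* was called at 60 h APF alone and in 2 pairs. T4a exceeded T5c by a log2 of 2.98 (SE 0.37, adjusted p 3.37e-08), with a UMI in 77.4% and 19.8% of the cells, or 43.7% and 6.35% after thinning, at median depths of 7140.0 and 5388 UMIs in T4a and 7361.5 and 5516 in T5c. Genes were not sorted here into those that encode cell-membrane proteins.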

Further analysis of gene expression patterns revealed that 22 out of the 69 genes (32%) had either higher expression levels in all T4 subtypes than in all T5 subtypes, or vice versa, at some point during development (e.g. *TfAP-2* and *CG14340*) or with subtype-specific expression patterns only in T4 or T5 neurons (e.g. *dpr3* and *DIP-Θ*) (Fig. 4A; Fig. S3A). 

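Between the types, 567 genes were called at 1 or more stages: 63 at 24 h, 74 at 36 h, 210 at 48 h, 289 at 60 h and 345 at 72 h APF. Of these, 369 were called only as higher in T4, 192 only as higher in T5, and 6 in both directions at different stages. A threshold of e squared in place of 2-fold lowered the count most, to 195. *TfAP-2* differed by a log2 of 5.58, 5.48, 6.53, 6.59 and 5.87 (T4 minus T5) at the successive stages, with a largest adjusted p of 1.52e-21. For *CG14340* (FBgn0031302, chromosome 2L, 1112941 to 1114138) the difference was −0.56 at 24 h and −0.83 at 36 h APF, where it was not called, and then −1.52, −2.25 and −2.06 (SE 0.10, 0.11 and 0.11; adjusted p 3.03e-16, 9.08e-22 and 2.88e-20). At 60 h APF, its level was 75.3 ± 8.77, 58.4 ± 7.54, 122 ± 20.1 and 169.8 ± 17.0 CPM in T4a to T4d, and 473 ± 59.7, 357 ± 45.2, 483 ± 16.5 and 584 ± 71.0 in T5a to T5d. *dpr3* (FBgn0053516, chromosome 2L, 2058790 to 2109878; 1 overlapping gene on the same strand) at 48 h APF was 211 ± 9.67 CPM in T4a, 158 and 162 in the replicates of T4b, 29.1 ± 1.22 in T4c and 38.6 ± 7.54 in T4d, compared with 1.31 to 1.63 CPM in the T5 classes. *DIP-theta* (FBgn0051646, chromosome 2L, 5626291 to 5658560; 1 overlapping gene) was 356 ± 25.3 CPM in T5a and 131 ± 27.1 in T5b at 48 h APF. At 60 h APF it was 305 ± 14.04 and 114.6 ± 21.0 CPM in these classes and 16.2 ± 3.68 in T4a, with at most 1.69 in the other T4 classes. The tests are edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.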

We hypothesised that these genes probably play a role in defining properties of T4 versus T5 neurons.

**Fig. 4.**
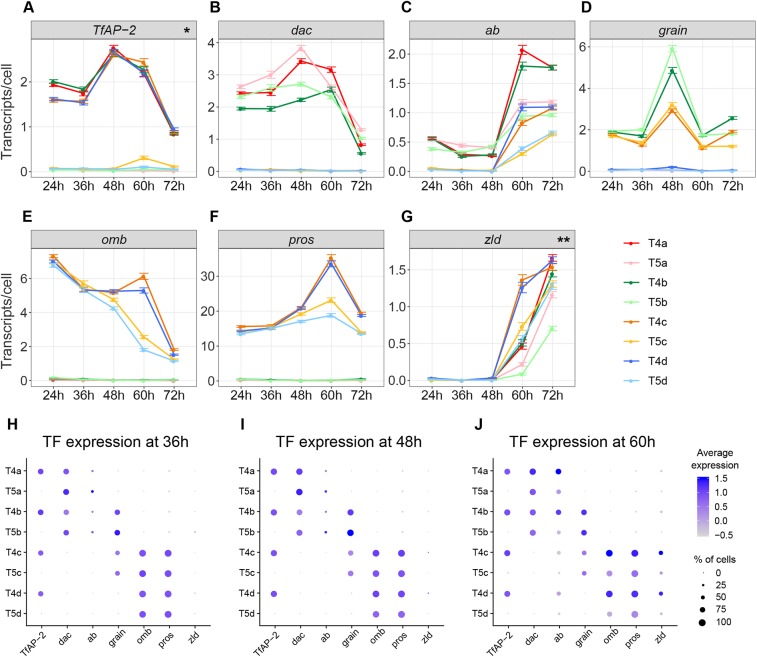
**A combinatorial code of transcription factors defines the four T4/T5 subtypes during dendrite growth.** (A-G) Subtype-specific expression patterns and dynamics of transcription factors that are differentially expressed between subtypes of T4/T5 neurons. *y*-axis shows the count of transcripts per cell (mean± s.e.m.). *x*-axis shows developmental stage (h APF). *Higher expression in all T4 subtypes than in all T5 subtypes. **Differential expression between T4/T5 subtypes only during the last phase of dendrite growth (60-72 h APF). (H-J) Dot plots showing the mean scaled expression levels (colour-coded) of each transcription factor (TF) in the different T4/T5 subtypes at 36, 48 and 60 h APF. Dot sizes represent the percentage of cells in which the transcription factor was detected. Transcription factors were manually ordered based on the similarity of subtype-specific expression patterns.

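At 36, 48 and 60 h APF, a *dac* UMI was found in 88.3 ± 14.3, 89.6 ± 5.59 and 86.8 ± 4.81% of T4/T5a,b cells, compared with 3.46, 2.06 and 1.62% of T4/T5c,d cells. For *omb*, the shares were 97.1 ± 1.61, 96.2 ± 1.13 and 85.7 ± 3.98% in T4/T5c,d and 3.37, 1.84 and 1.14% in T4/T5a,b. For *pros* they were 99.2 ± 0.345, 99.6 ± 0.128 and 99.3 ± 0.202% in T4/T5c,d, above 16.2, 12.8 and 11.9% in T4/T5a,b. *grain* was found in 80.4 ± 17.7, 88.0 ± 12.3 and 70.8 ± 0.0597% of T4/T5b,c cells and 7.30, 6.67 and 1.62% of T4/T5a,d cells. *ab* was found in 24.2 ± 0.769, 23.1 ± 4.48 and 63.7 ± 6.96% of T4/T5a,b cells and 0.889, 0.693 and 36.5% of T4/T5c,d cells. The second group of each comparison serves as the background, apart from *ab* at 60 h APF, where T4/T5c,d cells lie far above their level at the earlier stages. Median depths of the classes lay between 3553 and 8603.5 UMIs at 36 h, 5008.5 and 6331 at 48 h and 5204.5 and 7819 at 60 h APF. In cells thinned to 2000 UMIs, the shares in the first group were 72.7, 65.6 and 53.0% for *dac*, 88.6, 80.5 and 59.4% for *omb*, 98.1, 97.6 and 96.8% for *pros*, 55.5, 70.6 and 35.3% for *grain* and 11.7, 10.8 and 32.4% for *ab*.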

The other 47 out of the 69 genes (68%) exhibited subtype-specific expression patterns and dynamics that were remarkably similar between T4 and T5 neurons (Fig. 4B-G; Fig. S3A), thus positing them as candidates for controlling subtype-specific traits shared between T4 and T5 neurons, like the four dendrite orientations. 

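The similarity between T4 and T5 was tested over all called genes. For each of the pairs of subtypes at each stage (30 comparisons), the calls within T4 were looked up in T5 and the reverse. Of 461 calls within T4, 459 (99.6%) had the same direction in T5, 432 also passed the thresholds on p and fold there, and 341 were called in both types. Of 557 calls within T5, 556 (99.8%) had the same direction in T4 and 509 passed the thresholds on p and fold. In all, 75 genes were called within T4, 86 within T5 and 54 within both. Genes used for naming a to d in both types took part in these calls, and the naming fixes their direction. Leaving out these 13 genes, a step chosen after the data had been seen, removed 392 calls. Of the remaining 276 calls within T4, 274 (99.3%) had the same direction in T5, and of 350 calls within T5, 349 (99.7%) had the same direction in T4, with 170 called in both. Across all tested genes, the log2 differences in T4 and T5 correlated with a Pearson's r between 0.161 and 0.640 (median 0.509), where most genes differ little and genes are not independent replicates.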

We attempted to narrow down this list of 47 candidate genes by further exploring their expression dynamics. 

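Within T4 or within T5, 25 genes were called at 60 or 72 h APF and at no earlier stage. The number was lowest, at 14, with shares from cells thinned to 2000 UMIs. *fz2* (FBgn0016797, chromosome 3L, 19140975 to 19235373; 2 overlapping genes on the same strand) was 1 of them. At 72 h APF, T5d exceeded T5a by a log2 of 3.91 (SE 0.41, adjusted p 1.44e-09, edgeR's quasi-likelihood test), with 3126 ± 1001 and 199 ± 36.2 CPM. A *fz2* UMI was found in 98.0 ± 0.407% of T5d and 42.4 ± 2.30% of T5a cells at this stage, at median depths of 3001 and 4133 UMIs in T5d and 3231 and 4100.0 in T5a. In cells thinned to 2000 UMIs, these shares were 99.1% and 29.4%. T4d exceeded T4a by 3.18 (adjusted p 1.25e-07) without reaching the required difference in shares. At 24 to 48 h APF, the largest log2 difference of *fz2* within a type was 0.59. *zld* was present at 60-72 h APF, with 0.884 ± 0.440 UMIs per cell over all T4/T5 cells (n=4 libraries), against 0.00884 ± 0.00646 at 24-48 h APF (n=6 libraries). An exact two-sided permutation test over the 210 splits of the libraries gave p=0.00476, the smallest it can give. The level was most reduced by thinning the cells, with a difference of 0.414 in place of 0.876 UMIs per cell. With all named genes kept out of the clustering, which left 6 libraries, p was 0.133 in the exact permutation test.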

We found six genes differentially expressed between T4/T5 subtypes only during the last phase of dendrite growth (60-72 h APF) (e.g. *zld* and *fz2*) (Fig. 4G, Fig. S3A). This period coincides with the onset of synaptogenesis in the *Drosophila* central nervous system (Chen et al., 2014; Muthukumar et al., 2014), suggesting an involvement of these genes in this process. 

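For a switch, the same pair of classes within T4 or within T5 had to be called in opposite directions at 2 stages. *CG34377* met this, and was singled out after its values were seen. T5a minus T5c was 4.09 at 36 h and 4.34 at 48 h APF (log2; adjusted p 3.19e-22 and 8.69e-23) and −3.55 at 72 h APF (adjusted p 3.88e-20; edgeR's quasi-likelihood test). *kuz* and *Lac* met the thresholds on p and fold in opposite directions, but not the one on shares. *kuz* (FBgn0259984, chromosome 2L, 13550139 to 13639411; 4 overlapping genes on the same strand) at 36 h APF was 246 ± 46.7 CPM in T4b and 182 ± 27.7 in T5b, below 1239 ± 358 in T4c, 1039 ± 227 in T4d, 1045 ± 266 in T5c and 1085 ± 309 in T5d. At 60 h APF it was 1095 ± 41.8 CPM in T4b and 1089.6 ± 52.8 in T5b, above 372 ± 21.0, 322 ± 13.1, 423 ± 5.03 and 355 ± 31.1 in T4c, T4d, T5c and T5d. *Lac* (FBgn0010238, chromosome 2R, 12453190 to 12465630) at 24 h APF was 999.6 ± 222 CPM in T4a and 1126 and 874 in the replicates of T5a, compared with 121 ± 7.42, 159 ± 16.4, 80.5 ± 7.64 and 120.4 ± 8.29 in T4c, T4d, T5c and T5d. T5a exceeded T5c by a log2 of 3.65 (SE 0.29, adjusted p 1.78e-13). At 48 h APF the order was the opposite, with T4c over T4a by 1.10 (adjusted p 0.00438) and T5c over T5a by 1.31 (adjusted p 0.000401).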

Another ten genes exhibited subtype-specific expression patterns that switched over time (e.g. *kuz* and *Lac*) (Fig. S3A). Because such discontinuous and/or late subtype-specific expression patterns during dendrite growth are unlikely to contribute to the development of four dendrite orientations, we discarded these genes.

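*side-IV* (FBgn0038156, chromosome 3R, 13450590 to 13464184) gave 201 ± 9.66, 315 ± 27.9, 275 ± 71.1, 365 ± 10.8 and 177 ± 5.14 CPM in T4c and 276 ± 56.1, 487 ± 95.1, 559 ± 127, 697 ± 48.1 and 398 ± 52.2 CPM in T5c at 24, 36, 48, 60 and 72 h APF. In the a classes it rose to 58.9 ± 8.58 CPM (T4a, 60 h APF) and 41.5 ± 14.7 CPM (T5a, 72 h APF). The highest value in a d class was 26.9 CPM and in a b class 10.3 CPM. At 60 h APF, T5c exceeded T5b by a log2 of 8.10 (SE 0.62, adjusted p 5.65e-14, edgeR's quasi-likelihood test). *side-IV* was 1 of the genes for naming the c classes without transcription factors, although each cluster that these genes named as c had the same name by *dac*, *omb* and *grain*.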

The resulting list of 31 candidate genes potentially controlling the development of the four dendrite orientations contained only one gene that was exclusively expressed in a single T4/T5 subtype (*side-IV*) (Fig. S3A,B). Within the remaining genes, some genes were clearly co-expressed in several subtypes, although not necessarily at the same levels. For example, we found genes specific to T4/T5a,b (*Dscam3*), T4/T5c,d (*robo3*), T4/T5b,d (*Tl*), T4/T5a,d (*side-II*), T4/T5b,c,d (*beat-IV*) and T4/T5a,c,d (e.g. *kek1*) (Fig. S3B). These results indicate that the four T4/T5 subtypes are defined by combinatorial codes of gene expression that might underlie the development of the four different dendrite orientations.

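At 48 h APF, *Dscam3* (FBgn0261046, chromosome 3R, 17473935 to 17505667) was 409 ± 45.6, 373 ± 44.2, 4.01 ± 0.0465 and 2.51 ± 0.181 CPM in T4a to T4d, and 342 ± 13.99, 314 ± 36.4, 3.46 ± 0.0663 and 4.68 ± 1.33 in T5a to T5d. T4a exceeded T4d by a log2 of 7.31 (SE 0.42, adjusted p 3.43e-18). *robo3* (FBgn0041097, chromosome 2L, 1256417 to 1296596) was 34.3 ± 3.97, 24.6 ± 2.12, 311 ± 48.9 and 327 ± 63.8 CPM in T4a to T4d, and 12.3 ± 1.40, 18.9 ± 3.38, 224 ± 34.7 and 228 ± 39.9 in T5a to T5d, whereas at 24 h APF all classes lay between 102 and 192 CPM. The largest difference of *robo3*, between T4d and T4b at 60 h APF, was 5.86 (SE 0.31, adjusted p 1.02e-19). *Tl* (FBgn0262473, chromosome 3R, 26799041 to 26842403) was 23.3 ± 5.92, 692 ± 258, 7.50 ± 1.196 and 124 ± 27.0 CPM in T4a to T4d, and 5.07 ± 0.460, 874 ± 292, 6.28 ± 1.45 and 147 ± 40.4 in T5a to T5d at 48 h APF. T5b over T4c at 60 h APF, 7.43 (SE 0.74, adjusted p 5.36e-11), fell to 4.67 with all named genes kept out of the clustering. *side-II* (FBgn0259213, chromosome 2L, 14907489 to 14972300) was 247 ± 38.5, 9.02 ± 0.981, 46.9 ± 12.3 and 1232 ± 200.0 CPM in T4a to T4d, and 543 ± 42.3, 5.61 ± 0.248, 25.1 ± 3.80 and 2661 ± 229 in T5a to T5d at 48 h APF, and 24.5 ± 6.11 in T4a at 60 h APF.

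For *beat-IV*, the d classes varied between stages: 63.4 ± 2.71 CPM in T4d and 22.2 ± 3.50 in T5d at 24 h APF, and 68.1 ± 1.38 and 22.5 ± 0.210 at 60 h APF. In the a classes, it was 18.1 ± 1.04 and 33.7 ± 8.78 CPM at 24 h APF and 3.93 ± 0.175 and 7.06 ± 2.07 at 60 h APF. *kek1* (FBgn0015399, chromosome 2L, 12817000 to 12822787) at 48 h APF was 3395 ± 297, 108 ± 34.4, 1040.3 ± 55.2 and 1119.7 ± 73.0 CPM in T4a to T4d, and 5073 ± 99.4, 28.6 ± 8.41, 719.6 ± 59.0 and 813 ± 87.9 in T5a to T5d. Its level in the b classes fell from 1099 ± 17.1 (T4b) and 462 ± 42.9 CPM (T5b) at 24 h to 17.6 ± 0.888 and 17.7 ± 6.52 at 72 h APF. T5a exceeded T5b at 60 h APF by a log2 of 7.78 (SE 0.31, adjusted p 3.77e-24; edgeR's quasi-likelihood test throughout). *Dscam3*, *robo3*, *Tl* and *side-II* were among the genes for naming classes without transcription factors, a limit on what their values add.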

### Grain acts as part of two combinations of transcription factors controlling the dendrite orientations and matching axon projection patterns of two T4/T5 subtypes

Combinatorial codes of transcription factors control the development of subtype-specific traits in postmitotic neurons (Allan and Thor, 2015; Hobert and Kratsios, 2019). Only five transcription factors were present in our list of 31 candidate genes potentially controlling the development of the four T4/T5 dendrite orientations: *dac*, *omb*, *abrupt* (*ab*), *prospero* (*pros*) and *grain*. Consistent with our scRNA-seq analysis, a previous study found that *dac* and *omb* were expressed in postmitotic developing T4/T5a,b and T4/T5c,d neurons, respectively (Fig. 4B,E) (Apitz and Salecker, 2018). 

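For each transcription factor, log2(CPM + 5) was compared between the pairs of subtypes within each of the 10 libraries, in classes that were clustered and named without transcription factors. *dac* was higher in T4/T5a,b than in T4/T5c,d by 5.69 ± 0.38 (SD, n=10 libraries; range 5.15 to 6.28) and *omb* was higher in T4/T5c,d by 6.43 ± 0.52 (range 5.57 to 7.18). Both had this direction in all 10 libraries, and an exact two-sided sign-flip permutation test gave p=0.00195 for each, the smallest it can give and the same after adjustment over the 5 transcription factors of the code. The pseudocount moved these values most, to 4.29 for *dac* and 5.09 for *omb* with log2(CPM + 20). T4/T5a,b cells held 2.35 ± 0.117, 4.84 ± 4.27, 3.40 ± 1.32, 2.57 ± 0.361 and 0.941 ± 0.158 *dac* UMIs per cell at 24, 36, 48, 60 and 72 h APF, and T4/T5c,d cells held 0.0235, 0.0400, 0.0227, 0.0177 and 0.00650. T4/T5c,d cells held 7.39 ± 1.04, 7.45 ± 4.23, 5.14 ± 0.851, 3.75 ± 0.749 and 1.39 ± 0.0252 *omb* UMIs per cell at these stages, and T4/T5a,b cells held 0.0347, 0.0417, 0.0244, 0.0192 and 0.0107. At 36 h APF, replicate 1 held more UMIs per cell of all genes. In CPM, *omb* at that stage was 1277 ± 133 in T4/T5c,d, whereas the SD of *dac* in T4/T5a,b remained large (738 ± 370).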

Our scRNA-seq analysis further revealed that *ab* was enriched in T4/T5a,b (Fig. 4C), whereas *pros* was enriched in T4/T5c,d (Fig. 4F). 

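*ab* (FBgn0264442, chromosome 2L, 11210678 to 11261080) was higher in T4/T5a,b than in T4/T5c,d by 2.35 ± 1.25 (log2(CPM + 5), SD, n=10 libraries), and *pros* (FBgn0004595, chromosome 3R, 11328480 to 11407627; 1 overlapping gene on the same strand) was higher in T4/T5c,d by 6.37 ± 0.60. Each had this direction in all 10 libraries (exact sign-flip permutation test, two-sided, p=0.00195). For *ab*, the difference ranged from 0.64 to 3.50 between libraries. T4/T5a,b cells held 0.565 ± 0.139, 0.342 ± 0.0405, 0.336 ± 0.0780, 1.40 ± 0.312 and 1.26 ± 0.629 *ab* UMIs per cell at 24, 36, 48, 60 and 72 h APF, whereas T4/T5c,d cells held 0.0281 ± 0.00170, 0.0118 ± 0.00160, 0.00740 ± 0.00580, 0.602 ± 0.142 and 0.747 ± 0.371. Expressed in CPM, the level in T4/T5c,d was 5.10 ± 0.893% and 3.52 ± 0.108% of that in T4/T5a,b at 24 and 36 h APF, and 44.2 ± 0.202% and 61.0 ± 3.46% at 60 and 72 h APF. T4/T5c,d cells held 15.1 ± 1.84, 21.2 ± 11.9, 19.3 ± 2.24, 26.5 ± 4.00 and 14.7 ± 4.97 *pros* UMIs per cell and T4/T5a,b cells 0.299, 0.292, 0.171, 0.188 and 0.126. The rise of *ab* in T4/T5a,b from 0.414 ± 0.138 UMIs per cell at 24-48 h APF (n=6 libraries) to 1.33 ± 0.414 at 60-72 h APF (n=4 libraries) had p=0.00476 in an exact two-sided permutation test.

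**Figure D1:**
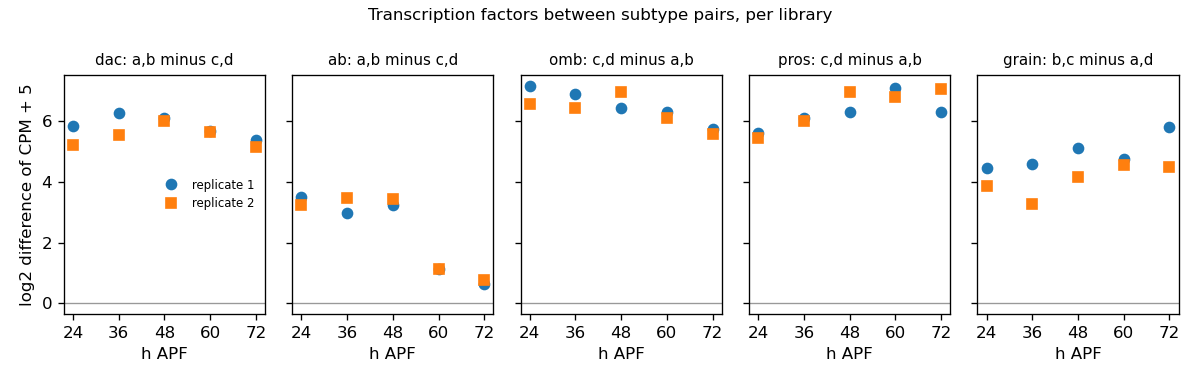
Difference in log2(CPM + 5) of *dac*, *ab*, *omb*, *pros* and *grain* between the pairs of subtypes (y-axis) in each library, by stage in h APF (x-axis). All differences are above 0, and those of *ab* are smallest at 72 h APF, with a mean of 0.70.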

Because of their expression patterns (T4/T5a,b versus T4/T5c,d), the combination of these four transcription factors alone were not sufficient to divide T4/T5 neurons into four subtypes (T4/T5a-d). 

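Within the pairs, the difference in log2(CPM + 5) over the 10 libraries was 0.33 ± 0.13 for *dac* (a minus b), 0.10 ± 0.06 for *omb* and 0.08 ± 0.05 for *pros* (c minus d), each with the same direction in all libraries (exact sign-flip permutation test, adjusted p 0.00391). For *ab* (a minus b) it was 0.11 ± 0.22, with this direction in 8 of 10 libraries (adjusted p 0.228). For *dac*, *omb* and *pros*, these differences are small beside those between the pairs. For *ab*, c minus d was 0.08 ± 0.36 and ranged from −0.57 to 0.68 between libraries. Its difference between the pairs was only 0.64 and 0.76 in the replicates at 72 h APF, so a small within-pair difference does not hold for *ab* in every library.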

Interestingly, *grain* was expressed only in T4/T5b,c neurons (Fig 3; Fig. 4D). Therefore, the combination of a T4/T5a,b- (*dac* or *ab*), a T4/T5c,d- (*omb* or *pros*) and a T4/T5b,c- (*grain*) specific transcription factor represents a minimal set of genes to encode the identity of the four T4/T5 subtypes. 

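*grain* was higher in T4/T5b,c than in T4/T5a,d by 4.51 ± 0.68 (log2(CPM + 5), SD, n=10 libraries; range 3.28 to 5.80), in all 10 libraries (exact sign-flip permutation test, two-sided, p=0.00195). Within the pairs, a minus b was −5.15 ± 1.08 and c minus d was 3.91 ± 0.45 (adjusted p 0.00391 for both), with mean levels of 10.2 CPM in a, 621 in b, 447 in c and 23.5 in d. T4/T5a,d cells held 0.0815, 0.119, 0.162, 0.0264 and 0.0347 *grain* UMIs per cell at 24, 36, 48, 60 and 72 h APF. T4/T5b,c cells held 2.15 and 1.65 UMIs per cell in the replicates at 24 h, 4.15 and 1.23 at 36 h, 9.22 and 1.91 at 48 h, 1.48 and 1.43 at 60 h, and 3.74 and 0.869 at 72 h APF. The mean at 48 h APF, 5.56 ± 5.17 (n=2 libraries), was not shown to differ from the other stages, 2.09 ± 1.21 (n=8 libraries), in an exact two-sided permutation test (p=0.0889; of the 45 splits the smallest possible p is 0.0222). The height of the mean at 48 h APF rests on replicate 1. Without it, the difference between 48 h APF and the other stages was −0.179 UMIs per cell, and without replicate 2 it was 7.14. Neither this difference nor the permutation test pairs libraries by replicate, so they set replicate 2 against values of replicate 1 at other stages. Within replicate 1, 48 h APF was the highest stage, with 9.22 ahead of 4.15 at 36 h APF. Within replicate 2 it was also the highest, with 1.91 ahead of 1.65 at 24 h APF. The labels do not link libraries of the same replicate number across stages. Against all libraries, 1.91 lay below replicate 1 at 24, 36 and 72 h APF.

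**Figure D2:**
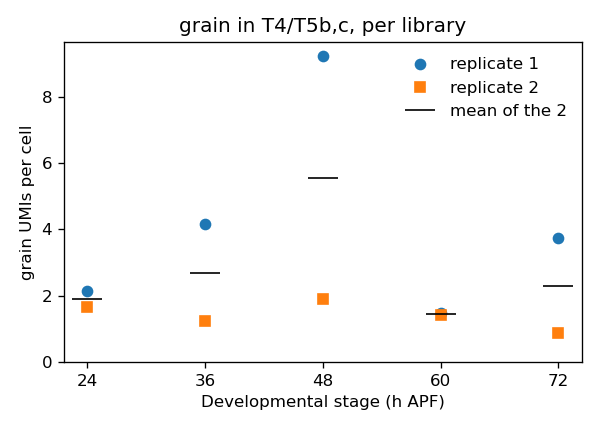
*grain* UMIs per cell in T4/T5b,c (y-axis) by stage in h APF (x-axis). Circles are replicate 1, squares are replicate 2 and bars are their mean; the replicates at 48 h APF lie at 9.22 and 1.91.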

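The codes were read in each class of each library, a factor counting as present when its level was at least 25% of that in the highest class. This level, like 10% and 50%, was chosen after the data had been seen. With *dac*, *grain* and either *omb* or *pros*, all 80 combinations of class and library carried the code of their subtype. With *ab* in place of *dac*, 68 of 80 did, in full in 6 of 10 libraries, as only 12 of 16 did at 60 h and 8 of 16 at 72 h APF. At a level of 10%, the codes held in 79 of 80 combinations with *dac* and 63 with *ab*. At 50%, the code with *dac* held in 72 combinations together with *omb* and in 76 together with *pros*. From the restriction of *dac* or *ab* to T4/T5a,b, of *omb* or *pros* to T4/T5c,d and of *grain* to T4/T5b,c, the paper concludes that 1 factor of each kind is a minimal set that encodes the identity of the subtypes. From the uniqueness and stability of these combinations, it proposes that they control the specific morphology of each subtype.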

Remarkably, the subtype-specific expression pattern of each of these transcription factors is stable for most of the period of T4/T5 dendrite growth (Fig. 4H-J). 

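Contrasts in log2(CPM + 5) at 60-72 h APF (n=4 libraries) were compared with those at 24-48 h APF (n=6 libraries) by an exact two-sided permutation test, adjusted over the 5 factors. The contrast of *ab* fell from 3.31 ± 0.21 to 0.92 ± 0.26 (adjusted p 0.0119), and that of *omb* from 6.75 ± 0.31 to 5.94 ± 0.34 (adjusted p 0.0119). With log2(CPM + 1), the exact permutation test of the change in *omb* gave p=0.129. The contrasts of *dac* (change −0.37, adjusted p 0.157), *pros* (0.73, adjusted p 0.0952) and *grain* (0.66, adjusted p 0.157) were not shown to differ between these periods.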

Altogether, these observations suggest that the unique and stable combination of transcription factors that defines each T4/T5 subtype during development controls its specific morphology.

A prediction of this hypothesis would be that changing the code of transcription factors that a T4 or a T5 neuron expresses during development should result in a conversion of subtype-specific properties, i.e. dendrite orientations and axon projection patterns. For example, ectopic expression of *grain* in T4/T5a (normally Dac^+^/Ab^+^/Grain^−^) and T4/T5d (normally Omb^+^/Pros^+^/Grain^−^) should result in neurons with morphological properties of T4/T5b (Dac^+^/Ab^+^/Grain^+^) and T4/T5c (Omb^+^/Pros^+^/Grain^+^) subtypes. To test this hypothesis, we overexpressed *grain* in all postmitotic developing T4/T5 neurons by means of the *R42F06-Gal4* line (Maisak et al., 2013), which drives expression in maturing T4/T5 neurons before dendrite growth and axon segregation (Fig. S4A-C). This condition generated no defects in the neuropil- and layer-specific innervation of T4 and T5 dendrites. However, two, rather than four, layers of T4/T5 axons were visible in the lobula plate (Fig. 5A,B). A recent study reported similar results using different reagents and ruled out that this anatomical defect is caused by neuronal apoptosis, and proposed that the overexpression of *grain* affects T4/T5 neurons such that their axons cannot segregate to form four layers without affecting their dendrites (Kurmangaliyev et al., 2019). Alternatively, changes in T4/T5 axon projection patterns upon *grain* overexpression might result from an identity conversion of T4/T5a,d into T4/T5b,c neurons. To differentiate between these possibilities, we overexpressed *grain* in individual developing T4 and T5 neurons of all subtypes and labelled them by means of mosaic analysis with a repressible cellular marker (MARCM) and *R42F06-Gal4* (Fig. 5C,D). In control MARCM experiments, T4 and T5 neurons of all subtypes (axons in four lobula plate layers and four dendrite orientations) were found (Fig. 5E-M; Fig. S5A-C). By contrast, in *grain* overexpression MARCM experiments, we only found T4 and T5 neurons with axons in either lobula plate layer 2 or 3, which are normally innervated by T4/T5b or T4/T5c subtypes, respectively (Fig. 5N; Fig. S5D). Remarkably, *grain*-overexpressing T4 and T5 neurons that innervated either lobula plate layer 2 or 3 showed corresponding dendrite orientations of T4/T5b or T4/T5c subtypes (Fig. 5O-S; Fig. S5E,F). In addition, T4 and T5 neurons overexpressing *grain* did not show defects in morphological properties that are common to all T4/T5 subtypes, i.e. the restriction of dendrites and axons to single neuropil layers (Fig. 5; Fig. S5).

**Fig. 5.**
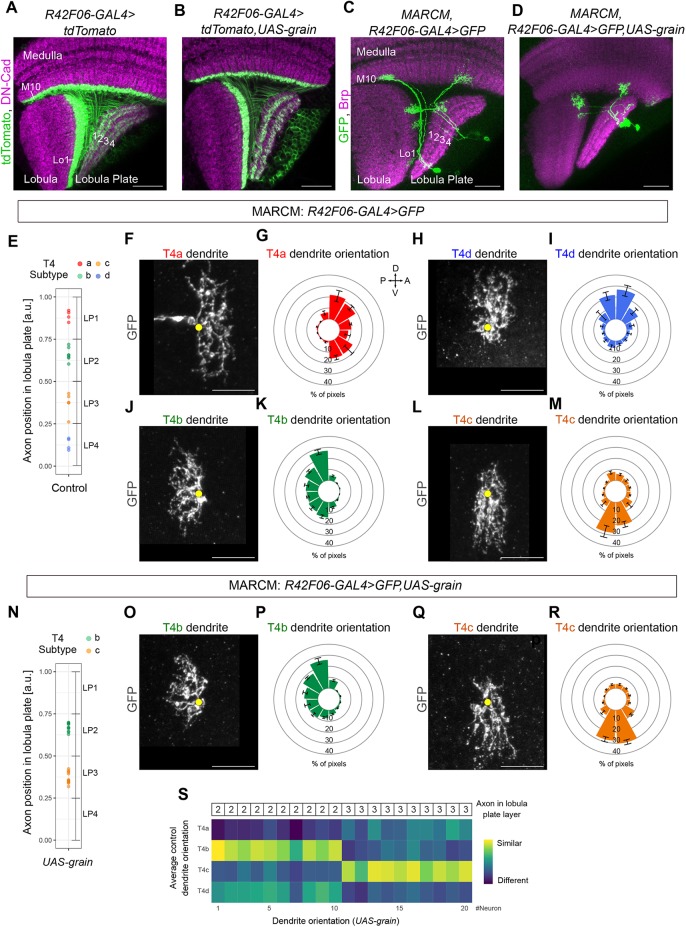
***grain* overexpression in developing T4 neurons results in adult optic lobes with only T4b,c neurons.** (A,B) Adult control T4/T5 neurons and adult T4/T5 neurons overexpressing *grain* by means of the *R42F06-Gal4* line. (C,D) Adult single-labelled T4 and T5 neurons from either control or *grain* overexpression MARCM experiments. (E) Positions in the lobula plate occupied by axon terminals of single control T4 neurons labelled by MARCM (n=20). Each T4 neuron was classified into one of the four subtypes based on its axon position in the lobula plate (T4a: *n*=4, T4b: *n*=7, T4c: *n*=5, T4d: *n*=4). (F-M) Dendrite orientations of control T4 neurons of the four subtypes classified based on axon position. Data are mean±s.e.m. (N) Positions in the lobula plate occupied by axon terminals of single, *grain*-overexpressing T4 neurons labelled by MARCM (*n*=20). *grain*-overexpressing T4 neurons project axons only to either lobula plate layer 2 (*n*=10) or lobula plate layer 3 (*n*=10). (O-R) Dendrite orientations of *grain*-overexpressing T4 neurons classified as T4b (*n*=10) or T4c (*n*=10) based on axon position. The dendrite orientations of these neurons are indistinguishable from those of wild-type T4b and T4c neurons (J-M). (S) Matrix showing colour-coded similarity indexes between the dendrite orientations of individual *grain*-overexpressing T4 neurons (*n*=20, manually ordered along the horizontal axis based on the innervated layer of the lobula plate) and the average dendrite orientations of the four control T4 subtypes (vertical axis). Yellow dots in F,H,J,L,O,Q mark the first branching point of the dendrite. a.u., arbitrary units. Data are mean±s.e.m. Scale bars: 20 µm (A-D); 5 µm (F,H,J,L,O,Q).

Three lines of evidence ruled out the possibility that T4/T5a,d-selective death might cause the presence of exclusively T4/T5b,c neurons in the adult upon *grain* overexpression. First, we found no difference in the number of single-labelled T4 and T5 neurons between control and *grain* overexpression MARCM experiments (Fig. S6A). Second, a single neuroblast precursor of T4/T5 neurons always produces four neurons, either T4a/T5a/T4b/T5b or T4c/T5c/T4d/T5d, that project to the same retinotopic position (Fig. S6B) (Pinto-Teixeira et al., 2018). In MARCM experiments with *grain* overexpression, we also found clones of four T4/T5 neurons projecting to the same retinotopic position, and thus originating from the same neuroblast. However, these clones consisted of either T4b/T5b/T4b/T5b or T4c/T5c/T4c/T5c neurons (*n*=3/3 clones of four T4/T5 neurons) (Fig. S6C). Third, *grain* overexpression with the *T5d-splitGal4* line, which drives expression in T5d neurons before dendrite growth and axon segregation (Fig. S4D; Fig. S6D), produced changes in axon projection patterns consistent with T5d transformation into T5c neurons (Fig. S6E). These experiments demonstrate that *grain* overexpression in developing T4/T5a and T4/T5d neurons transforms them into T4/T5b and T4/T5c neurons, respectively, based on their dendrite orientations and axon projection patterns.

Finally, we tested whether *grain* loss of function in T4/T5b (normally Dac^+^/Ab^+^/Grain^+^) and T4/T5c (normally Omb^+^/Pros^+^/Grain^+^) results in neurons with morphological properties of T4/T5a (Dac^+^/Ab^+^/Grain^−^) and T4/T5d (Omb^+^/Pros^+^/Grain^−^) subtypes. To this end, we first performed a knockdown of *grain* in all developing T4/T5 neurons with RNAi and the *R39H12-Gal4* line, which drives expression in T4/T5 neurons of all subtypes from the late third instar (L3) larval stage onwards (Schilling et al., 2019). This resulted in adult T4/T5 neurons with dendrites that showed no defects in their neuropil- and layer-specific innervation but with axons that failed to form four layers in the lobula plate (Fig. 6A,B). Next, we employed MARCM to express *grain-RNAi* in individual maturing T4 neurons with the *R39H12-Gal4* line and to further analyse their morphology in adult brains (Fig. 6C,D). In *grain-RNAi* MARCM experiments, most T4 neurons innervated either lobula plate layer 1 or 4 and showed dendrite orientations of T4/T5a or T4/T5d subtypes, respectively, which is consistent with a transformation of T4/T5b,c into T4/T5a,d upon *grain* loss of function (Fig. 6E-S). Collectively, our data indicate that Grain acts as part of two different combinations of transcription factors, one of them differentiating T4/T5b from T4/T5a and the other one differentiating T4/T5c from T4/T5d morphologies.

**Fig. 6.**
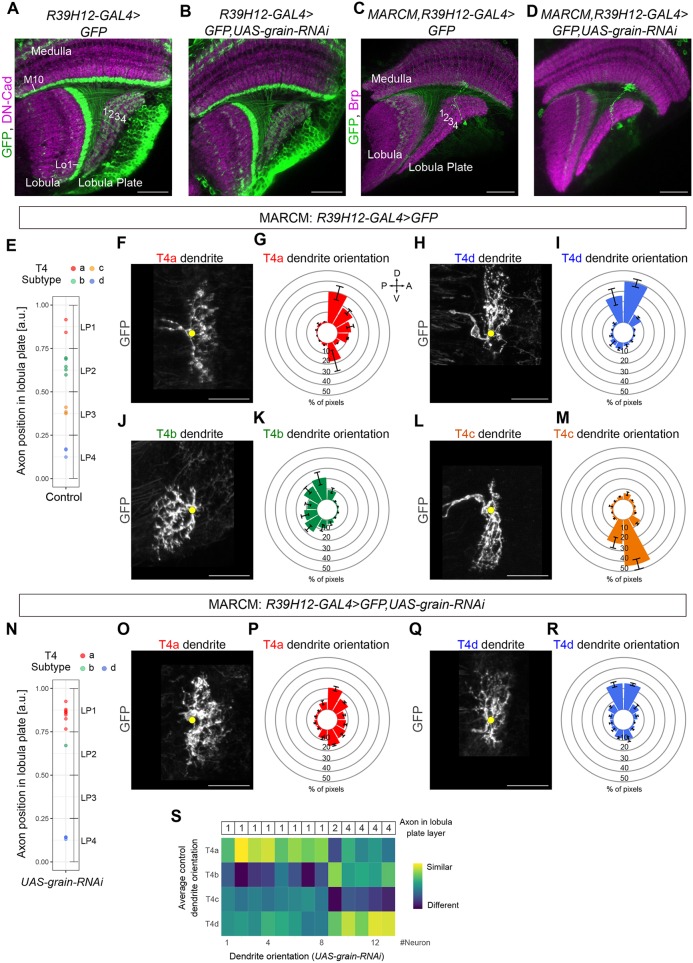
***grain* loss of function in developing T4 neurons results in adult optic lobes with mainly** **T4a,d neurons.** (A,B) Adult control T4/T5 neurons and adult T4/T5 neurons expressing *grain-RNAi* with the *R39H12-Gal4* line. (C,D) Adult single-labelled T4 neurons from either control or *grain-RNAi* MARCM experiments. (E) Positions in the lobula plate occupied by axon terminals of single, control T4 neurons labelled by MARCM (*n*=13). Each T4 neuron was classified into one of the four subtypes based on its axon position in the lobula plate (T4a: *n*=2, T4b: *n*=5, T4c: *n*=3, T4d: *n*=3). (F-M) Dendrite orientations of control T4 neurons of the four subtypes classified based on axon position. Data are mean±s.e.m.. (N) Positions in the lobula plate occupied by axon terminals of single T4 neurons expressing *grain-RNAi* and labelled by MARCM (*n*=13). Most T4 neurons with *grain* knockdown project axons to either lobula plate layer 1 (*n*=8) or lobula plate layer 4 (*n*=4). (O-R) Dendrite orientations of T4 neurons with *grain* knockdown classified as T4a (*n*=8) or T4d (*n*=4) based on axon position. The dendrite orientations of these neurons are indistinguishable from those of wild-type T4a and T4d neurons (F-I). (S) Matrix showing colour-coded similarity indexes between the dendrite orientations of individual T4 neurons expressing *grain-RNAi* (*n*=13, manually ordered along the horizontal axis based on the innervated layer of the lobula plate) and the average dendrite orientations of the four control T4 subtypes (vertical axis). Yellow dots in F,H,J,L,O,Q mark the first branching point of the dendrite. a.u., arbitrary units. Data are mean±s.e.m. Scale bars: 20 µm (A-D); 5 µm (F,H,J,L,O,Q).

## DISCUSSION

The development of neuronal morphology relies on the interplay between cell-intrinsic factors, i.e. genetic programmes, and extracellular cues, e.g. growth factors (Sanes and Zipursky, 2010; Melnattur and Lee, 2011; Dong et al., 2015). In this study, we investigated the genetic programmes underlying the acquisition of the different morphologies defining the four T4/T5 subtypes, which are essential for detecting visual motion along the four cardinal directions. Our work reveals that the development of T4/T5 subtype-specific morphologies relies on a postmitotic combinatorial code of transcription factors. In particular, Grain acts together with different transcription factors in T4/T5b and T4/T5c subtypes to coordinate dendrite and axon morphogenesis in order to differentiate their morphologies from those of T4/T5a and T4/T5d, respectively. The coordinated regulation of different aspects of neuron morphogenesis by the same set of transcription factors might provide a general strategy to ensure the establishment of precise neuron wiring patterns during development (Enriquez et al., 2015; Santiago and Bashaw, 2017; Schilling et al., 2019). Furthermore, the combinations of transcription factors controlling the development of subtype-specific properties do not appear to regulate morphological properties that are common to all T4/T5 subtypes, i.e. the restriction of dendrites and axons to single neuropil layers. The acquisition of these morphological properties is controlled postmitotically by two transcription factors of the Sox family, SoxN and Sox102F (Contreras et al., 2018; Schilling et al., 2019). Therefore, distinct sets of transcription factors control differentially subtype-specific properties and properties that are shared by all T4/T5 subtypes, shedding light on the developmental strategies that ensure that each neuron acquires its complete morphological signature.

How do the expression patterns of T4/T5 postmitotic transcription factors arise during development? *SoxN* and *Sox102F* expression in all T4/T5 subtypes arises from temporal patterning of the neuroblasts that are precursors of T4/T5 neurons (Apitz and Salecker, 2015; Schilling et al., 2019). Spatial patterning of the neuroepithelium that generates T4/T5-producing neuroblasts results in the specific expression of *omb* in neuroblasts that are precursors of T4/T5c,d neurons. The expression of *omb* is further relayed to postmitotic developing T4/T5c,d neurons, in which it represses *dac* expression (Apitz and Salecker, 2018). In addition, each Omb^−^ neuroblast (precursor of T4/T5a,b), as well as each Omb^+^ neuroblast (precursor of T4/T5c,d), divides to produce two ganglion mother cells, only one of which has Notch activity. Only ganglion mother cells with Notch activity generate T4/T5a and T4/T5d neurons (Pinto-Teixeira et al., 2018). The transcriptional programmes downstream of this Notch-dependent fate decision remain elusive. Notch activity has been shown to repress *grain* in the aCC motoneuron of the *Drosophila* embryo (Garces and Thor, 2006). In agreement with this, *grain* is not expressed in T4/T5a,d neurons originating from ganglion mother cells with Notch activity. Together, these observations suggest that the specific expression of *grain* in postmitotic T4/T5b,c neurons could result from the Notch-dependent fate decision occurring during the final division of T4/T5-producing neuroblasts. Future studies will need to investigate how the T4/T5 subtype-specific expression of *grain*, as well as of *ab* and *pros*, is achieved during development.

Our data revealed that only one transcription factor, Grain, defines T4/T5b,c neurons during development. By contrast, T4/T5a,b and T4/T5c,d are each defined by two transcription factors: Dac and Ab are co-expressed in T4/T5a,b, whereas Omb and Pros are co-expressed in T4/T5c,d. These transcription factors with overlapping expression patterns might play redundant roles. Alternatively, they might be specialised to control different aspects of development. Systematic manipulations of the expression patterns of these transcription factors will be needed to address these possibilities, as well as to further elucidate how they act in a combinatorial manner to determine the different morphologies of the four T4/T5 neuron subtypes.

Transcription factors control dendrite growth, in part by controlling the expression of genes relevant for sensing extrinsic cues. We found many cell-membrane proteins with T4/T5 subtype-specific expression patterns that might result from the action of the combinatorial code of transcription factors that we uncovered here. In agreement with the results of a recent publication (Kurmangaliyev et al., 2019), the vast majority of cell-membrane proteins with subtype-specific expression patterns in T4 neurons exhibited the same expression patterns and dynamics in T5 neurons. These mostly included receptors, ligands, regulators of various signalling pathways, and cell-adhesion molecules, some of which have been shown to be involved in axon guidance, dendrite patterning and/or synaptic specificity in *Drosophila* (Keleman et al., 2002; Furrer et al., 2007; Zarin et al., 2014; Ward et al., 2015; Tadros et al., 2016; Li et al., 2017; Barish et al., 2018; Xu et al., 2018). We hypothesise that those cell-membrane proteins with stable subtype-specific expression patterns during, at least, the first phase of dendrite growth are the most likely candidates to regulate the development of the four dendrite orientations in a combinatorial way. However, they might also control other subtype-specific properties, e.g. axon projection patterns and connectivity with distinct postsynaptic neurons. Collectively, our data indicate that the four T4 and T5 subtypes share combinations of transcription factors and downstream effector genes that might control the development of four dendrite orientations. Yet, T4 dendrites grow in the medulla and T5 dendrites grow in the lobula. One exciting possibility is that both neuropils share extrinsic cues conveying directional information to the dendrites of T4 and T5 neurons, which might also be used as universal guideposts by other neuronal cell types that must develop oriented dendrites (Ting et al., 2014).

The dendrites of all T5 subtypes extend across the same number of neuropil columns to connect to the same set of presynaptic functionally distinct neurons signalling luminescence changes from neighbouring points in the visual space, but in a spatial order that is subtype specific. The same holds true for the dendrites of all T4 subtypes (Shinomiya et al., 2019). As a simplified example, T4a connects to Mi4 in column 1, Mi1 in column 2 and Mi9 in column 3, whereas T4b connects to Mi9 in column 1, Mi1 in column 2 and Mi4 in column 3. What could the minimal set of developmental instructions look like to ensure such a specific wiring? Interestingly, the dendrites of the four T4 and T5 subtypes all show a clear and distinct orientation with respect to the extrinsic coordinates of the neuropil that they occupy. The dendrites' intrinsic coordinates define three compartments: proximal, medial and distal. With respect to these intrinsic coordinates, the wiring of all T4 and T5 subtypes is identical. In the above example, both T4a and T4b connect to Mi4 on the proximal, to Mi1 on the medial and to Mi9 on the distal part of their dendrite. Thus, once the compartmentalization of synapses from different inputs along their dendrites is controlled by cell-intrinsic mechanisms (Lefebvre et al., 2015), the decisive point that differentiates between the subtypes is how they distinctly orient their dendrite. By growing their dendrites along different extrinsically defined directions, they could all apply the same genetic programmes to connect to a set of input neurons. This would lead to a spatial arrangement of synaptic inputs that is different for each subtype with respect to the extrinsic coordinates of the neuropil, thus supporting the detection of motion across four different directions but identical within the intrinsic coordinates of the neurons' dendrite.

We envisage that the manipulation of the genetic programmes controlling dendrite orientation in T4/T5 neurons will allow us to address these ideas systematically. Studying how the four T4/T5 neuron subtypes acquire their morphologies provides a great opportunity to link development, anatomy and function in a neuronal type that performs a computation that is conserved across visual systems (Mauss et al., 2017), which might uncover universal blueprints of neural wiring.

## MATERIALS AND METHODS

### Fly strains

Flies were raised at 25°C and 60% humidity on standard cornmeal agar medium at 12 h light/dark cycle, except for RNAi experiments, in which offspring were moved from 25°C to 29°C at late larval or early pupal stages. At pupal stages, female and male brains were analysed. At adult stages, only female brains were analysed. The following fly strains were used as driver lines: *SS00324-splitGal4* (*R59E08-AD attP40*; *R42F06-DBD attP2*) (Schilling and Borst, 2015), *T4/T5a,d-splitGal4*, *grain-Gal4* [Bloomington Drosophila Stock Center (BDSC), 42224], *R42F06-Gal4* (BDSC, 41253), *T5d-splitGal4* and *R39H12-Gal4* (BDSC, 50071). The *T4/T5a,d-splitGal4* driver line was generated by combining the *R35A10-AD* (BDSC, 70193), and *R39H12-DBD* (BDSC, 69444) hemidriver lines (Dionne et al., 2018). The *T5d-splitGal4* driver line was generated by combining the *R35A10-AD* (BDSC, 70193) and *R42H07-DBD* (BDSC, 69609) hemidriver lines. The following fly strains were used as reporter lines: *MCFO-1* (BDSC, 64085), *UAS-myr::GFP* (BDSC, 32198), *UAS-mCD8::GFP* (BDSC, 32188), *UAS-mCD8::GFP* (BDSC, 32187), *UAS-myr::tdTomato* (BDSC, 32222) and *UAS-mCD8::RFP* (BDSC, 32229). To examine the expression of *beat-IV* and *CG34353* genes *in vivo*, we used the *beat-IV-GFP* (BDSC, 66506) and *CG34353-GFP* (BDSC, 60534) MiMIC lines (Venken et al., 2011). The *UAS-grain2* line was used for *grain* overexpression experiments (a gift from J. C. G. Hombría, Universidad Pablo de Olavide, Seville, Spain) (Brown and Castelli-Gair Hombria, 2000). The *UAS-grain-RNAi* line (Vienna *Drosophila* Stock Center, shRNA-330376) was used for *grain* loss-of-function experiments. *grain* overexpression MARCM experiments were carried out by crossing virgin female *hs-Flp tub-Gal80 FRT19A*; *UAS-mCD8::GFP*; *R42F06-Gal4* (a gift from F. Pinto-Teixeira, New York University Abu Dhabi, Abu Dhabi, United Arab Emirates) to male *FRT19A*; *UAS-grain2/Sp*. *grain-RNAi* MARCM experiments were performed by crossing virgin female *hs-Flp tub-Gal80 FRT19A*; *UAS-mCD8::GFP*; *R39H12-Gal4 UAS-mCD8::GFP* to male *FRT19A*; *UAS-grain-RNAi/Sp*. L3 larvae and early pupae resulting from these crosses were heatshocked for 15-20 min in a 37°C water bath. Adult females with and without *Sp* were used as control and experimental groups, respectively.

### Antibodies and immunolabelling

The following primary antibodies were used in this study: rabbit anti-GFP (1:500, Torrey Pines Biolabs, TP401), chicken anti-GFP (1:500, Rockland, 600901215S), rabbit anti-DsRed (1:500, Clontech Laboratories, 632496), rabbit anti-HA (1:300, Cayman Chemical, 162200), rat anti-FLAG (1:200, Novus Biologicals, NBP-1-06712), chicken anti-V5 (1:500, Bethyl Laboratories, A190-118A), rat anti-DN-Cadherin (1:50, Developmental Studies Hybridoma Bank, AB528121), mouse anti-Connectin (1:50, Developmental Studies Hybridoma Bank, AB10660830), mouse anti-Bruchpilot (1:20, Developmental Studies Hybridoma Bank, AB2314866), rat anti-Elav (1:50, Developmental Studies Hybridoma Bank, Rat-Elav-7E8A10), mouse anti-Dachshund (1:20, Developmental Studies Hybridoma Bank, AB528190), rabbit anti-Lim1 (1:500, a gift from C. Desplan, New York University, New York, USA) and rat anti-Grain (1:200, a gift from A. Garcès) (Garces and Thor, 2006). Secondary antibodies used in this study were as follows (used at 1:400): Alexa Fluor 488-conjugated goat anti-rabbit (Invitrogen, A11034), Alexa Fluor 488-conjugated goat anti-chicken (Invitrogen, A10262), Alexa Fluor 488-conjugated goat anti-mouse (Thermo Fisher, A28175), Alexa Fluor 488-conjugated goat anti-rat (Invitrogen, A11006), Alexa Fluor 568-conjugated goat anti-rabbit (Life Technologies, A11011), Alexa Fluor 568-conjugated goat anti-mouse (Invitrogen, A11004), Alexa Fluor 633-conjugated goat anti-mouse (Life Technologies, A21050) and Alexa Fluor 680-conjugated goat anti-rat (Invitrogen, A21096).

For immunolabelling, brains were dissected in cold PBS and fixed in 4% paraformaldehyde (containing 0.1% Triton X-100) at room temperature for 23 min. Afterwards, they were washed three times with PBT (PBS containing 0.3% Triton X-100) and blocked with 10% normal goat serum in PBT at room temperature for 2 h. Brains were incubated with primary antibodies diluted in PBT containing 5% normal goat serum for 24-48 h at 4°C. After being washed five times with PBT, brains were incubated with secondary antibodies diluted in PBT containing 5% normal goat serum for 24-48 h at 4°C. Brains were then washed five times with PBT and once with PBS, before being mounted in SlowFade Gold Antifade Mountant (Thermo Fisher Scientific).

### Confocal imaging, and image processing and visualisation

Imaging was performed with a Leica SP8 laser scanning confocal microscope equipped with 488-, 561- and 633-nm lasers, and using a 40× or 63× objective. Deconvolution of confocal data (Figs 1,2; Fig. S1) was performed with Huygens Deconvolution software (Scientific Volume Imaging) using default parameters. Image processing and measurements were performed with the Fiji software package (Schindelin et al., 2012). Three-dimensional visualization of confocal data (Fig. S6B,C), neuron reconstructions and measurements (Figs 1,2) were performed with Amira software (Zure Institute Berlin, Thermo Fisher Scientific). Vaa3D software (Allen Institute for Brain Science) was also used for 3D visualization of confocal data (Fig. S5). All figures were prepared using Inkscape software.

In *grain-RNAi* MARCM experiments (Fig. 6), both control and experimental brains showed leaky GFP expression in most of the T4/T5 neurons. However, some brains contained single-labelled T4 and/or T5 cells expressing GFP at much higher levels than the rest of the T4/T5 neurons, which indicated the absence of the *tub-Gal80* transgene and the high expression of *UAS* transgenes in these cells. In both control and experimental brains, only T4 neurons with the highest GFP expression (showing saturated fluorescent signals with laser power of 10%, gain of 100% and pinhole of 0.6) were selected for imaging. In this way, we aimed to image and analyse only those T4 neurons with the highest expression of *UAS-grain-RNAi*. All control and experimental brains were immunolabelled and mounted in parallel following the same protocols.

### Quantification of Grain levels in T4/T5 cell bodies

Relative expression levels of Grain in T4/T5 cell bodies of different subtypes (Fig. 3H,I) were quantified as follows: For each optic lobe, we used Fiji to measure the mean fluorescence intensity (anti-Grain channel) from approximately 60 manually segmented T4 and T5 cell bodies (Lim^+^) in single optical sections. We classified each cell body into one of the four T4/T5 subtypes based on anti-Dac staining and *grain-Gal4* expression (GFP^+^). For each T4/T5 subtype, we obtained the average of Grain fluorescence per cell body and divided it by the mean fluorescence intensity (in the anti-Grain channel) of ten surrounding cell bodies that were not from T4/T5 neurons (Lim^−^). Calculations were performed using Microsoft Excel Software and plots were constructed using Python 3.6. In box-and-whisker plots, the end of the whiskers represent the minimum and maximum values.

### Morphological characterization of T4 and T5 neuron subtypes

We digitally reconstructed individual T4 and T5 neurons from deconvolved confocal image stacks (Figs 1,2) using the magic wand tool of Amira's segmentation editor, followed by surface model generation. For each neuron, the range of pixel intensities used by the magic wand tool was adjusted manually in the display and masking area. In order to classify each reconstructed T4 and T5 cell into one of the four subtypes (Fig. 1D,E), we used the relative position of the axon terminal in the lobula plate, which was quantified as follows: the distance between the axon's first branching point and the most posterior edge of the lobula plate along the anteroposterior axis was measured in a single optical section with Fiji. This value was normalised by the total length of the lobula plate along the anteroposterior axis at the proximodistal position occupied by the axon's first branching point. The numbers 0 and 1 represent the most posterior and the most anterior edges of the lobula plate, respectively. We followed a very similar procedure to classify single-labelled T4 and T5 cells in MARCM experiments (Fig. 5; Fig. S5; Fig. 6), with the only difference being that we used the position of the first axonal bouton to calculate the relative position of the axon terminal in the lobula plate.

The dendrite of each digitally reconstructed T4 and T5 was segmented using the brush tool of Amira's segmentation editor, and dendrite volume (Fig. 2A,B) was determined using the material statistics tool of Amira. For comparisons of dendrite volumes across developmental stages, the dendrite volume of each dendrite was normalised to the dendrite volume with the highest value.

To quantify T4 dendrite orientation (Figs 2,5,6; Fig. S1), we imaged dendrites only in frontally oriented regions of the medulla, in which the anteroposterior and dorsoventral axes were recognisable. For each dendrite, we first defined the dendrite's first branching point and made a maximal *z* projection of the whole dendrite in Fiji. Next, we used a custom-written Python script to manually set a threshold in the image to remove background noise, and to calculate a vector from the dendrite's first branching point to every fluorescent pixel. The angles of the calculated vectors were binned in 12 bins, values were normalised to the total number of vectors, and polar histograms were plotted. A similarity index between the dendrite orientation of a *grain*-overexpressing (or a *grain-RNAi* expressing) T4 neuron and the average dendrite orientation of a control T4 subtype (Fig 5S; Fig. 6S) was calculated as follows: the values of equivalent bins in the two polar histograms were subtracted, and all the resulting absolute values were summed. Therefore, the higher the value was (dark blue in Fig 5S; Fig. 6S), the more different the dendrite orientations of the two neurons were. By contrast, the lower the value was (yellow in Fig 5S; Fig. 6S), the more similar the dendrite orientations of the two neurons were. Calculations were performed using Microsoft Excel and Rstudio, and plots were constructed using Rstudio.

### Sample preparation and single cell RNA-sequencing

*Drosophila* pupae of the line *SS00324-Gal4* recombined with *UAS-mCD8::GFP*, were collected at 0 h APF and kept in an incubator at 25°C at 60% humidity. Pupae were put on ice for 15 min before the desired developmental stage and then dissected in Schneider's insect medium (Sigma-Aldrich, S0146) with 10% fetal bovine serum (complete Schneider's medium). The dissociation protocol was modified from a previous study (Harzer et al., 2013). Pupae were dissected for a total of 1 h and washed three times with complete Schneider's medium before an incubation for 30 min at 30°C with a mix of papain (5 units), Liberase TM (0.13 Wu) and complete Schneider's medium in a total volume of 210 µl. Afterwards, they were washed three times with complete Schneider's medium before dissociating the cell bodies by pipetting up and down 15 times with a 200 µl pipette. Next, GFP^+^ cell bodies were isolated from the samples using a BD Aria III cell sorter. Propidium iodine was added as a dead cell marker to remove apoptotic cells. The sorted cells were immediately counted with a haemocytometer and loaded in the 10x Chromium Controller. We aimed to recover between 5000 and 10,000 cells per reaction, dependent on the concentration of the cell suspension. The libraries were prepared as instructed by the 10x Genomics protocol. We used the v. 3 Kit for all reactions. All sequencing runs were performed on an Illumina NextSeq 500 Sequencing System (SY-415-1001) by the next-generation sequencing facility at the Max Planck Institute (MPI) of Biochemistry. The libraries were sequenced with a NextSeq 500/550 High Output Kit v2.5 (75 cycles or 150 cycles, Illumina, 20024906/20024907).

### Single cell RNA-sequencing analysis

The data were preprocessed using the Cell Ranger software v3 (10x Genomics) and aligned to the Ensemble 97 *Drosophila melanogaster* genome. GFP, Gal4 DBD and Gal4 AD (Addgene sequences: #26220, #17574, #26233, #26234) were added to the reference genome and annotation file. The output files of Cell Ranger were loaded into R and analysed with the R package Seurat v3.1.0.9007 (development version). The datasets were manually filtered based on the number of counts per cell and the number of features per cell (Table S1). Genes were only considered if they were expressed in at least three cells and cells with fewer than 200 unique molecular identifiers (UMIs, molecular tags to detect unique mRNA transcripts) were excluded. Furthermore, we removed all cells in which more than 10% of all counts could be allocated to either genes coding for mitochondrial or heatshock proteins (Table S2). These genes are an indicator of a cellular stress response, which can change the transcription profile of affected neurons (Morrow and Tanguay, 2003). 

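The share of barcodes over either limit ranged from 0.291% (72 h APF, replicate 1) to 26.0% (36 h APF, replicate 1). It was 24.0% and 15.9% at 24 h, 21.1% in 36 h APF replicate 2, 4.69% and 13.4% at 48 h, 10.4% and 7.59% at 60 h and 10.4% in 72 h APF replicate 2. More barcodes exceeded the mitochondrial than the heat-shock limit in every library except 48 h APF replicate 1, with 65 against 157. The 36 h APF replicate 2 had the most barcodes over the heat-shock limit, 1108, besides 1750 over the mitochondrial limit.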

The genes were identified by searching the list of detected genes for ‘mt:’ and ‘Hsp’. 

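Subtype cells fell into those rich in the dosage-compensation RNAs *roX1* and *roX2* (at least 6 UMIs) and those poor in them (at most 2 UMIs), with 195 cells (0.434%) between. The share of rich cells ranged from 25.1% to 58.9% between libraries, and within a library the classes differed in it by at most 13.7 percentage points. No regression on a gender score was made here. When the comparison of classes was run on rich cells alone, 170 genes were called, and 181 on poor cells alone, alternatives that were chosen after the data had been seen.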

Gender-specific gene expression can also drive substantial transcriptomic variation that can mask biological signal. To mitigate this effect, we used an approach similar to that proposed in a previous study (Mayer et al., 2018). A gender score for each cell was calculated using a supervised analyses with known gender specific markers (Amrein and Axel, 1997; Mayer et al., 2018). To remove misleading sources of variation, we regressed out the number of UMIs, genes detected per cell, the gender score, as well as the percentages of mitochondrial, heatshock and ribosomal proteins expressed using the SCTransform function in Seurat v3. SCTransform was also used to normalise the expression values. To batch correct the two datasets acquired for each developmental stage, we used the integration tools from Seurat v3. We set the number of variable genes to 10,000 in the SCTransform and the SelectIntegrationFeatures functions. Subsequently, we applied the PrepSCTIntegration and FindIntegrationAnchors functions before combining the datasets with IntegrateData from Seurat v3. The adjusted expression levels were saved in the ‘integrated’ assay of the Seurat object, which was used for the following analysis. After PCA, we used the first 15 principal components (PCs) and a resolution parameter of 0.8 for the clustering of all datasets with the Louvain algorithm. 

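In the first clustering here, clusters low in *SoxN*, *Sox102F* and *Lim1* held 1024, 1764, 815, 222 and 587 cells at 24, 36, 48, 60 and 72 h APF. Clusters high in stress genes held 886, 1239, 1288, 0 and 0 cells, and shallow clusters 1101, 1402, 0, 934 and 87. Clusters made mostly of cells marked as doublets held 581, 655, 419, 0 and 475. Marked doublets made up from 2.09% (36 h APF, replicate 1) to 10.8% (36 h APF, replicate 2) of the cells of a library.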

We qualitatively identified and removed clusters that were not T4/T5 neurons or had a different transcriptome because of the cellular stress response, by manually excluding cell clusters that had an unusually high percentage of heatshock and mitochondrial counts (Table S2), as well as clusters with low expression of T4/T5-specific markers (SoxN, Sox102F, Lim1) (Pankova and Borst, 2016; Davie et al., 2018; Konstantinides et al., 2018; Davis et al., 2020). Thus, we were able to discard cells that added noise to the datasets. For the resulting datasets, we first defined the 2000 most variable genes for every developmental stage followed by PCA and clustering, as before, with adjusted parameters (Table S2). The number of PCs used for the clustering was determined manually using the elbow method based on the value of the standard deviation of every PC. We visualised the integrated datasets using uniform manifold approximation and projection (UMAP) and annotated the clusters according to known markers. In order to validate the similarity of clusters between stages, we integrated the datasets from each developmental stage using the CCA alignment tool from Seurat v3. The variable genes were set to 2000 and we used ten PCs for dimensionality reduction and visualization (Fig. 3D).

### Differential gene expression analysis

In order to find differentially expressed genes (DEGs) between T4/T5 subtypes, we performed a pairwise comparison of the annotated clusters using the FindMarkers function of Seurat v3 for all developmental stages separately after the clusters were annotated. We used the ‘RNA’ assay with high thresholds (min.pct=0.5, min.diff.pct=0.5, logfc=2) in order to only find genes that were specific for each cluster. 

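With libraries as replicates, 167 genes were called in at least 1 pair of classes at any stage: 44 at 24 h, 49 at 36 h, 82 at 48 h, 96 at 60 h and 58 at 72 h APF. Of these, 83 were called at 1 stage alone. Pairs within T4 or within T5 called 107 genes, and 60 were called only between a T4 and a T5 class. The largest pair of each gene differed by a median log2 of 5.03. Taking shares from cells thinned to 2000 UMIs, which leaves out shallower cells, gave the fewest genes, 89. The paper's methods give a logfc of 2, which on a natural log scale is a threshold of e squared, whereas 2-fold, as in its results, was used here. With e squared, 145 genes were called. DESeq2 in place of edgeR also called 167.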

Of the 159 DEGs identified at any of the five developmental stages (Table S3), 16 DEGs passed the thresholds at all stages. For visualization of these genes, we used the ‘integrated’ assay for the heat map (Fig. 3C; Fig. S2). In order to compare the expression of genes, we switched to the ‘RNA’ assay, as it contains the number of UMIs assigned to each gene, without any normalisation (Fig. 4A-G; Fig. S3A). Dot plots were obtained using the DotPlot function of Seurat v3 and the ‘SCT’ assay, which calculated the average expression of each gene in each cluster and represented it by a colour scale. The size of the dots was determined by the percentage of cells expressing the respective gene (Fig. 4H-J, Fig. S3B).

### Identification of transcription factors and cell-membrane proteins in the list of 159 DEGs

In order to identify transcription factors in the list of 159 DEGs, we obtained a list of 651 *Drosophila* transcription factors from the Animal Transcription Factor Database v. 3.0 (bioinfo.life.hust.edu.cn/AnimalTFDB/) (Hu et al., 2019). To identify cell-membrane proteins (excluding neurotransmitter/neuropeptide receptors, ion channels and transporters), we manually inspected the function annotation of each gene in FlyBase (release FB2019_04) (Thurmond et al., 2019). A few genes that were not annotated in FlyBase as cell-membrane proteins were considered as cell-membrane proteins based on previous work (Li et al., 2017).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

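Single T4 and T5 neurons, sorted by their GFP label from pupal brains at 24, 36, 48, 60 and 72 h APF, were profiled by droplet-based scRNA-seq in 10 libraries, 2 biological replicates at each of 5 stages. The authors aligned and counted the reads with Cell Ranger v3 against the *D. melanogaster* genome with Ensembl annotation release 97, to which GFP and the split-Gal4 sequences had been added. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, as whole numbers and without normalisation, for the barcodes that Cell Ranger called as cells. They list 17757 genes, and the 72871 barcodes hold 338727250 UMIs in all. The lowest number of UMIs of a barcode is 500. The paper's removal of cells by stress genes, counts and features had not been applied to these values.

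Total UMIs were 26836350 and 62530395 in the replicates at 24 h, 12798989 and 49499578 at 36 h, 26688646 and 58252152 at 48 h, 25995949 and 19103027 at 60 h, and 14346828 and 42675336 at 72 h APF. A median of 4424 UMIs per barcode leaves many genes at 0 UMIs in a given cell, so levels were taken from sums over the cells of a class. With 2 libraries per stage, single differences are known to within the spread between the replicates. The SD over 4219 genes of the log2 difference between replicates was 0.183 at 24 h, 0.405 at 36 h, 0.542 at 48 h, 0.188 at 60 h and 0.704 at 72 h APF.

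Cells needed at least 200 UMIs, at most 10% of UMIs on genes with names in mt: and at most 10% on genes with names in Hsp. This removed 10287 barcodes. Doublet scores were computed per library with Scrublet as built into scanpy (version 1.11.5), and the highest scores were marked, at 0.8% of the barcodes per 1000 barcodes. This marked 4676 cells (7.47%), 1672 of them in named clusters, and they were left out of sums and shares. Clustering used Seurat (version 5.3.0): counts were log-normalised and the replicates of a stage were integrated by canonical correlation analysis on 2000 variable genes. Then 15 principal components were clustered with the Louvain algorithm at a resolution of 0.8. A random seed of 20 was used for thinning cells and for the simulation. Clusters low in *SoxN*, *Sox102F* and *Lim1*, high in stress genes, shallow or made mostly of doublets were removed. The rest were clustered again in the same way, with *TfAP-2*, *dac*, *ab*, *grain*, *omb*, *pros*, *zld*, *beat-IV* and *CG34353* left out of the variable genes. The SCTransform regression on cell scores and the manual limits of Tables S1 and S2 were not repeated.

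Markers of cell types were set in advance. T4/T5 neurons were recognised by *SoxN*, *Sox102F* and *Lim1*, against *repo*, *Gs2*, *Eaat1*, *nrv2* and *alrm* for glia and with *elav*, *nSyb* and *brp* for neurons in general. Clusters kept in the first clustering held at most 0.791 CPM of *repo*, 4.55 of *Gs2*, 5.89 of *Eaat1* and 5.19 of *alrm*, whereas clusters that were removed held up to 200.5, 1855, 635 and 735 CPM. *nrv2* reached 521 CPM in kept clusters, so it did not tell glia apart. At least 505 CPM of *elav*, 521 of *nSyb* and 349.7 of *brp* were found in every kept cluster. Among the 10 genes that best marked each of the 68 named clusters, markers of another class outnumbered its own 0 times. T4 was recognised by *TfAP-2*, whereas *dpr2*, also listed as a marker of T4, did not enter the naming. The first naming scheme used *dac* (a,b), *omb* (c,d) and *grain* (b,c). The second used *Dscam3*, *beat-IIIb* and *Fas2* for a,b and *Con*, *mav* and *robo3* for c,d. It set *CG34353* and *Tl* (b) against *side-II* (a), and *side-IV* (c) against *side-II* (d). Reported classes carry the names of the second scheme, for results on membrane genes as well. The values of the genes of that scheme therefore follow in part from the naming. A cluster that mixed classes was clustered again on its own, and a cluster that the schemes did not name alike was to stay unnamed. No cluster was given 1 class by the first scheme and another by the second, but 2 clusters (242 cells) named by the first scheme were mixed by the second and stayed unnamed.

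The UMIs of each class and library were summed into 80 sums. They were tested with edgeR (version 4.0.16; TMM normalisation, filterByExpr, quasi-likelihood fit and test) in 1 model with a group for each stage and class, in R (version 4.3.3). Each of the 28 pairs of classes within a stage was a contrast, and p-values were adjusted by the Benjamini-Hochberg method over the 7138 tested genes of a contrast. Calls in a pair required an adjusted p under 0.05, a change of at least 2-fold and a difference of at least 50 percentage points in the share of cells with a UMI. Contrasts of transcription factors were differences of log2(CPM + 5) within a library, tested by exact sign-flip permutation over all libraries. Comparisons between stages were exact permutation tests over all splits of the libraries. All tests were two-sided. Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9) was used for sums, permutation tests and figures.

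The genes named in the text are those that the paper names for its scRNA-seq data, the genes printed in Fig. 3C, and up to 6 further genes called at every stage with the largest mean change, of which there were none. Any other gene is marked as chosen after its values were seen. *omb* is listed as *bi* and *grain* as *grn* in the annotation.

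Classes of a library come from the same cell suspension, so that they are paired within a stage. This was checked across 4219 genes. The difference between the replicates in 1 class correlated with that in another class with a median Pearson's r of 0.547, 0.748, 0.906, 0.481 and 0.921 at 24, 36, 48, 60 and 72 h APF over the 28 pairs of classes, and a lowest r of 0.448. The model with a replicate block was therefore among the alternatives.

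The test was also tested on simulated data, with changes added to 196 of 7038 genes in a comparison of T4a with T5a at 48 h APF. Of these changes, 79.1% were called by edgeR and 78.6% by DESeq2, and 1.90% of edgeR's calls were genes without an added change. For T4 against T5 at 72 h APF, 93.4% were called by edgeR, and 4.19% of the calls were unchanged genes. A comparison of T4b with T5b at 48 h APF with no change added gave 0 calls with either tool. Calls in this simulation needed only an adjusted p under 0.05, without the rules on fold and shares. Each sum was drawn on its own, without the spread that the classes of a library share. The rates therefore do not describe the calls made on the real data.

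Alternatives were DESeq2 (version 1.42.0) in place of edgeR, no filter on low counts, 1 fit per stage, the replicate block, fold thresholds of 4 and e squared, shares from cells thinned to 2000 UMIs, other pseudocounts (1 and 20) and scales, no removal of doublets, cells with at least 1000 genes, all named genes left out of the clustering, each library clustered on its own, Louvain resolutions of 0.4 and 1.2, naming by the first scheme and each library left out in turn. Tests on cells rich or poor in *roX* RNA were added later. The limits for removing clusters, the comparisons of transcription factor contrasts between periods and between T4 and T5, the contrasts within pairs, the levels for reading codes, the matching across stages, the similarity of T4 and T5 and the comparisons of replicates were also chosen after the data had been examined. Sequencing reads, images and the sorting of genes by protein class were not analysed here.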

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

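The tests on driver transcripts and depth, on sex read from X-linked genes, on the *dac* level behind the *ab* contrast and on the small T4a-like cluster were chosen only after the results were seen, and the other tests of explanations in this part were set before their values were computed. The comparisons of contrasts between periods and between types were added once the data had been examined. In 10 groups of libraries that were examined for a library far from the others (*dac*, *ab*, *omb*, *pros* and *grain* contrasts and UMIs of *grain*, *zld* and *ab*), none was found, where chance gives about 1 in 20.

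The contrast of *ab* between T4/T5a,b and T4/T5c,d differed between stages: from 24-48 to 60-72 h APF it changed by −2.39 (log2; exact permutation test, adjusted p 0.0119), and the 4 late libraries all lay below the 6 early ones. The direction was the same with a pseudocount of 1 (−3.43) and of 20 (−1.17). Free RNA, doublets or misplaced cells would bring *dac*, which marks the same classes, into T4/T5c,d alike. At 72 h APF, the *dac* level of T4/T5c,d was 0.688% of that in T4/T5a,b, whereas that of *ab* was 61.0%, which argues against this source. The difference between stages may therefore be biological, with *ab* present in T4/T5c,d from 60 h APF on, as a hypothesis found and tested on the same data.

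The contrast of *omb* also differed between stages, by −0.81 (log2, 60-72 minus 24-48 h APF; adjusted p 0.0119). The level of *omb* in T4/T5c,d was 1291 CPM at 24 h and 410.0 CPM at 72 h APF, and a pseudocount weighs more on a lower level. With a pseudocount of 1, the change was −0.53 with p=0.129 (exact permutation test), and with a pseudocount of 20 it was −1.04. The pseudocount is thus a candidate cause of the smaller contrast, and a biological change in how strictly *omb* is restricted is not needed to explain it.

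The contrast of *grain* between T4/T5b,c and T4/T5a,d differed between the types. It was 4.24 in T4 and 4.94 in T5, a difference of −0.70 ± 0.56 (SD, n=10 libraries) that was positive in 0 of 10 libraries (exact sign-flip permutation test, adjusted p 0.00977). The levels in the high classes were close, 556 CPM in T4b,c and 534 in T5b,c, with T4 higher in 3 of 10 libraries. The low classes differed: 21.7 CPM in T4a,d and 10.2 in T5a,d, with T4 higher in 10 of 10 libraries. If cells of the b and c classes lay among T4a and T4d, cells with *grain* there would also hold markers of b or c. T4a cells with at least 3 *grain* UMIs (37 cells, 0.566%) held 2.16 *Tl* UMIs, against 0.103 in the other T4a cells. T4d cells with at least 3 *grain* UMIs (82 cells, 1.42%) held 1.13 *side-IV* UMIs, against 0.0538 in the others, a ratio of 21.1. The same markers were enriched in T5, with a ratio of 37.9 for *Tl* in T5a and 17.6 for *side-IV* in T5d, so the enrichment does not tell the types apart. Cells with at least 3 *grain* UMIs were fewer there, 0.261% of T5a and 0.468% of T5d. This is consistent with a small share of misplaced cells or doublets in both types, and whether their share accounts for the difference between the types was not tested. A biological difference between T4 and T5 stays open, as untested.

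The transcript of the GAL4 DNA-binding domain, which the paper's text does not report on, was higher in T4 than in T5. The log2 difference was 0.78 at 24 h APF (adjusted p 0.403, edgeR's quasi-likelihood test, not called), 1.44 at 36 h, 2.03 at 48 h, 3.08 at 60 h and 2.91 at 72 h APF. A difference in depth per cell is removed by CPM. In CPM, the transcript was higher in T4 in every library from 36 to 72 h APF, with a lowest ratio of 2.78, which argues against depth at these stages. At 24 h APF, where the difference was not called, the ratios in CPM were 1.74 and 1.70, short of the 2-fold first set for this test. Depth is argued against there too, as T4 cells held 1.08 and 1.10 times the UMIs of T5 cells in the replicates, and the lower limit of the ratio in CPM (95% interval by counting error) was 1.299 in the replicate where it was lowest. The transcript of the activation domain, the other part of the split-Gal4 driver, was not shown to differ between the types (log2 differences of 0.90, 0.10, −0.39, 0.86 and 0.20 at the successive stages, adjusted p 0.478 or more, edgeR's quasi-likelihood test), with at most 10 UMIs in either type of a library at 60 and 72 h APF. GFP, the reporter, did not follow the binding domain: its log2 differences (T4 minus T5) were 0.12, −0.02, −0.27, −0.38 and −0.74 at the successive stages. Whether the promoter fragment that drives the binding domain differs in activity between the types was not tested, and remains an open explanation.

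Among subtype cells, 866 of 6867 genes differed between cells rich and poor in *roX* RNA (edgeR's quasi-likelihood test, adjusted p under 0.05), a comparison that the paper's text does not report, although its methods remove a gender score by regression. Of these, 338 were higher in rich cells and 51 were at least 2-fold apart. Of the genes the paper names, *Lim1* (log2 difference −0.32), *dpr3* (−0.41), *Tl* (−0.14), *kuz* (−0.11), *dpr2* (−0.09) and *omb* (−0.14) were lower in rich cells. *Sxl* was lower in rich cells (log2 difference −1.88, adjusted p 3.59e-10). Depth did not explain the groups, as the median UMIs of rich over poor cells had a ratio between 0.948 and 1.00 in the libraries. Of the tested X-linked genes, 36.7% differed, against 7.93% of the other genes, which is consistent with male and female animals in each pool. Y-linked genes could not decide: 28 of their UMIs came from rich and 21 from poor cells, so 57.1% from rich cells, which held 41.6% of all UMIs. Unequal shares of the sexes are not likely to lie behind the differences between subtypes, since within a library the share of rich cells differed by at most 13.7 percentage points between classes. In rich cells alone, 170 genes were called between subtypes, 159 of them also called in all cells, and in poor cells alone 181, of which 157.

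At 60 h APF, 129 cells formed a small T4a-like cluster led by *CG44153*, *Tet* and *hid*, genes that the paper's text does not discuss and that were chosen after their values were seen. At 72 h APF, a like cluster held 131 cells. They made up 17.9% and 17.8% of the T4a cells in the replicates at 60 h APF, and 6.86% and 9.12% at 72 h APF. The T4a sums and shares include these cells. *hid* in this cluster was 114.7 and 193 CPM in the replicates at 60 h APF, against 17.0 and 14.9 in other T4a cells, and 891 and 242 against 115.2 and 51.9 at 72 h APF. It is not a matter of 1 library, since the fewest cells from a library numbered 45. Doublets are argued against by a ratio of 0.969 in median UMIs to other T4a cells and by no excess of marked doublets (0% against 5.12% at 60 h APF). Whether the cells were stressed or dying could not be decided. The share of Hsp UMIs was 1.49 times that of other T4a cells at 60 h APF, just short of the limit of 1.5 set for this test, while the share of mitochondrial UMIs was 0.846 times that of other T4a cells. Other genes that promote cell death were higher as well: *grim* was 46.7 and 74.4 CPM in the replicates at 60 h APF, against 7.59 and 2.595 in other T4a cells, and 126 and 92.1 against 3.86 and 4.28 at 72 h APF. *rpr* was 8.50 and 10.2 CPM against 0.447 and 0 at 60 h APF, and 0 and 30.7 against 0 and 0.570 at 72 h APF. Cell death would raise such transcripts, yet *hid* and *grim* are among the genes by which the cluster stands out, and the cells kept their UMIs. Stress, early cell death and a biological state of T4a neurons therefore cannot be told apart here, since death itself was not measured.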

How the results depend on the processing

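The comparisons of cells rich or poor in *roX* RNA were chosen only after results had been seen, and all other alternatives were set before the data were examined, as were the rule for the genes to be named and the tests and thresholds of the gene counts, of the transcription factor contrasts over all libraries and of *grain*, *zld* and *ab* between stages. Over all alternatives, values for summary results kept their direction and their side of the threshold, or stayed within 1.5 times for counts, in 196 comparisons, were weaker in 6 and reversed in 1. For single genes, 712 comparisons were the same and 3 weaker, and for the contrasts of transcription factors all 100 were the same.

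Depth limits the calls that rest on shares of cells. With shares from cells thinned to 2000 UMIs, the genes called between subtypes numbered 89 at any stage (167 without thinning), 8 at every stage (16) and 14 only at 60 and 72 h APF (25). Thinning removes UMIs and leaves out shallower cells, and fewer genes reached a difference of 50 percentage points. Genes were gained as well as lost. Thinning brought in 6 genes at any stage and 1 at every stage. Of the 14 late genes, 7 were new, while 18 of the 25 were lost. For genes between T4 and T5, a threshold of 4-fold left 299 and of e squared left 195 of 567, since a stricter threshold can only remove genes. DESeq2 called 167, 16, 528, 28 and 1 genes at any stage, at every stage, between the types, late and switching.

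With the replicate block, the model called 168 genes at any stage, 16 at every stage, 585 between the types, 27 late and 1 switching. It changed no other call among the summary results and the named genes.

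Leaving out each library in turn gave 160 to 172 genes at any stage, 14 to 16 at every stage, 538 to 566 between T4 and T5, 22 to 28 late and 1 switching gene. Where this left a class with 1 library, that library was assumed to vary like the other groups. All 5 contrasts of transcription factors were past the threshold each time. The rise of *ab* in T4/T5a,b at 60-72 h APF ranged from 0.790 to 1.09 UMIs per cell, and that of *zld* from 0.670 to 1.00. The result for grain at 48 h APF against the other stages ranged from −0.179 (without 48 h APF replicate 1, p=0.889, exact permutation test) to 7.14 (without replicate 2), so its direction reversed without 1 library, and the range of p over its alternatives was 0.0667 to 0.889.

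With all named genes left out of the clustering, *zld* was higher by 0.804 UMIs per cell at 60-72 h APF with p=0.133 (range over the alternatives 0.00476 to 0.133, exact permutation test). This setting gave all 8 classes in 6 libraries only, with which no p under 0.05 can be reached. For the same reason, the contrasts of transcription factors rested on 6 libraries there and on 9 when each library was clustered on its own. The comparison of *grain* at 48 h APF could not be computed with all named genes left out. In the same setting, *ab* at 60 h APF (T4 minus T5) was 0.90, below 2-fold, and the cause was not tested. With 1 fit per stage, the log2 difference of grn, T4a minus T4b at 72 h APF, was −8.08 with an adjusted p of 0.290, and *Fas2* (T5b minus T4c at 72 h APF) had an adjusted p of 0.0843. These are the largest adjusted p-values of both genes over the alternatives. That setting estimates the spread from fewer sums.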

Differences from the paper's values

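Cells rich and poor in *roX* RNA were compared only after the result for *zld* was seen. Under the settings used for the reported values, the number of switching genes was far from the paper's, with 1 here against 10. The paper's text states no rule for a switch, so the 2 counts may rest on unlike criteria. Other values were closer, though not all equal. Genes at any stage numbered 167 against 159, and those at every stage 16 in both. The cells kept at 60 h APF were 5982 against 5051, and the median genes per cell 1613 against 1627. Transcription factors called were 6 against 7. Among levels read from figures, *grain* in T4b at 48 h APF was 6.26 ± 5.95 UMIs per cell against about 4.8. Other counts of the paper need genes sorted by protein class and were not compared. The paper's counts of genes come from tests with cells as replicates, whereas libraries were the replicates here. Shares from thinned cells gave 89 and 8 genes, below the paper's 159 at any stage and 16 at every stage. With all named genes left out of the clustering, *zld* in T4c at 60 h APF was 0.832 UMIs per cell, below about 1.3 in Fig. 4G, read by eye, whereas the reported setting gave 1.21. The count at any stage was 167 with a 2-fold threshold, and 145 with e squared, to which the paper's logfc of 2 corresponds if it is a natural log.

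Of the paper's 7 transcription factors that differ between subtypes, 6 were called here, all but *zld*. The paper states that *zld* differs between subtypes in the last phase of dendrite growth. Between the types, *zld* was already called at 48 h APF (T4 minus T5, log2 1.83, adjusted p 0.000332, edgeR's quasi-likelihood test). Its level was then only 2.18 and 2.06 CPM in the replicates over all T4/T5 cells. Between subtypes, the share of cells with a *zld* UMI differed by 49.8 percentage points at 60 h APF, short of the required 50, so that *zld* was not called. It was called without 60 h APF replicate 2, and in cells poor in *roX* RNA, a setting chosen after seeing the values.

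The paper counts 10 switching genes among those for transcription factors and membrane proteins. Only 1 gene of all genes tested was called as switching here, so that sorting by protein class could not raise the number, and every setting gave 1. The paper gives *kuz* and *Lac* as examples of genes whose subtype pattern switches. Neither was called as switching in any setting. *kuz* was opposite in 4 pairs of classes past the thresholds on p and fold, and *Lac* in 8, but without the required difference in shares. *CG34377* was called as switching in every setting, and was not among the examples in the paper's text; its supplementary lists were not analysed here. Without the requirement on shares, 89 genes would count as switching.

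The paper describes *ab* as enriched in T4/T5a,b and the pattern of each factor as stable for most of dendrite growth. The level of *ab* in T4/T5c,d was 44.2% of that in T4/T5a,b at 60 h APF and 61.0% at 72 h APF, after 3.52% at 36 h APF.

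In Fig. 4D, *grain* peaks at 48 h APF, with about 4.8 UMIs per cell in T4b and about 5.9 in T5b, read by eye. Here, replicate 1 gave 10.5 UMIs per cell in T4b and 12.4 in T5b, and replicate 2 gave 2.06 and 2.64. The height of the peak rests on replicate 1. Within each replicate number 48 h APF was the highest stage, but the labels do not link libraries across stages. Without 48 h APF replicate 1, T4/T5b,c at 48 h APF did not exceed the mean of the other stages. In replicate 2, the other stages lay between 1.17 and 1.72 UMIs per cell in T4b and between 0.841 and 1.72 in T5b, below 48 h APF.

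*CG34353* and *beat-IV* are described as markers of T4/T5b and T4/T5c, and *beat-IV* elsewhere as shared by b, c and d. *CG34353* was 176 CPM in T4d and 416 in T5d at 48 h APF. *beat-IV* was 197 CPM in T4d and 88.3 in T5d at 48 h APF, but 22.2 in T5d at 24 h APF, below 33.7 in T5a. *robo3* is described as specific to T4/T5c,d, and all classes held 102 to 192 CPM at 24 h APF. *side-II* is described as specific to T4/T5a,d, and T4a held 24.5 CPM at 60 h APF, while at 48 h APF it held 247.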

Other observations

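The tests of transcript length, of short transcripts and of depth per cell were chosen only after the results were seen, and the other tests of explanations in this part were set before their values were computed.

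*grain* UMIs per cell in T4/T5b,c were 9.22 in 48 h APF replicate 1 and 1.91 in replicate 2. Depth per cell is argued against, as the lowest ratio of the replicates in a b or c class was still 4.02 after thinning. A shift of cells between the b and c classes is argued against by ratios of 4.63 to 5.09 within the classes. A difference in age between the pools of animals is argued against at 48 h APF as well. Across 4219 genes, which are not independent replicates, the difference between the replicates had r=−0.0642 with the change from 36 to 60 h APF. At 72 h APF, the difference between the replicates had r=0.234 with the change from 60 to 72 h APF, so a part played by age stays open there. A technical difference between libraries that acts on every cell remains. The difference between the replicates at 48 h APF correlated with that at 72 h APF across genes (r=0.852), and 217 of 217 genes that were at least 2-fold apart at both stages went in the same direction. The difference at 36 h APF also correlated with those at 48 h (r=0.512) and 72 h APF (r=0.596), whereas that at 60 h APF ran the opposite way (r=−0.630 with 48 h and −0.677 with 72 h APF), and that at 24 h APF had r=0.0913 and −0.0266 with these stages. For 56 genes that come mostly from cells outside T4/T5, r between 48 and 72 h APF was 0.613 in the cells outside T4/T5, so the pattern reaches other cells. This is consistent with a technical cause, and a candidate source is the pair of sequencing kits of different length that the paper names, although which library had which kit was not tested.

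Transcript length did not settle the pattern. Across genes, length correlated with the difference between the replicates (Spearman's rho 0.340 at 48 h and 0.525 at 72 h APF). The 802 genes with a longest transcript of 3000 to 5000 bases, as *grain* has with 4090, differed by a median of 0.147 (log2) at 48 h APF. Length therefore may contribute, yet a median so far below the difference of *grain* leaves open what else acts on it. Genes with a longest transcript under 500 bases (58 genes) differed from the others by a median of 0.000461, and with so few of them a loss or gain of short transcripts cannot be told apart from none.

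The spread between replicates varied by stage. Of 4219 genes, 4 were at least 2-fold apart between the replicates at 24 h, 65 at 36 h, 250 at 48 h, 10 at 60 h and 461 at 72 h APF. By size of difference in either direction, *grain* ranked 31 among these genes both at 48 and at 72 h APF, and 119 at 60 h APF.

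GFP was 4447 to 9061 CPM in the subtype cells of the libraries and 342 to 2822 CPM in the other cells, which were 102 to 1501 cells per library.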
